# Transformation of primary murine peritoneal mast cells by constitutive KIT activation is accompanied by loss of *Cdkn2a/Arf* expression

**DOI:** 10.3389/fimmu.2023.1154416

**Published:** 2023-03-30

**Authors:** Sandro Capellmann, Roland Sonntag, Herdit Schüler, Steffen K. Meurer, Lin Gan, Marlies Kauffmann, Katharina Horn, Hiltrud Königs-Werner, Ralf Weiskirchen, Christian Liedtke, Michael Huber

**Keywords:** KIT, cell cycle, transformation, Mrgprb2, protease, cyclin-dependent kinase inhibitor

## Abstract

Mast cells (MCs) are immune cells of the myeloid lineage distributed in tissues throughout the body. Phenotypically, they are a heterogeneous group characterized by different protease repertoires stored in secretory granules and differential presence of receptors. To adequately address aspects of MC biology either primary MCs isolated from human or mouse tissue or different human MC lines, like HMC-1.1 and -1.2, or rodent MC lines like L138.8A or RBL-2H3 are frequently used. Nevertheless, cellular systems to study MC functions are very limited. We have generated a murine connective tissue-like MC line, termed PMC-306, derived from primary peritoneal MCs (PMCs), which spontaneously transformed. We analyzed PMC-306 cells regarding MC surface receptor expression, effector functions and respective signaling pathways, and found that the cells reacted very similar to primary wildtype (WT) PMCs. In this regard, stimulation with MAS-related G-protein-coupled receptor member B2 (MRGPRB2) ligands induced respective signaling and effector functions. Furthermore, PMC-306 cells revealed significantly accelerated cell cycle progression, which however was still dependent on interleukine 3 (IL-3) and stem cell factor (SCF). Phenotypically, PMC-306 cells adopted an immature connective tissue-like MCs appearance. The observation of cellular transformation was accompanied by the loss of *Cdkn2a* and *Arf* expression, which are both described as critical cell cycle regulators. The loss of *Cdkn2a* and *Arf* expression could be mimicked in primary bone marrow-derived mast cells (BMMCs) by sustained SCF supplementation strongly arguing for an involvement of KIT activation in the regulation of *Cdkn2a*/*Arf* expression. Hence, this new cell line might be a useful tool to study further aspects of PMC function and to address tumorigenic processes associated with MC leukemia.

## Introduction

Mast cells (MCs) are tissue-resident immune cells of myeloid origin and well-known effectors of type I hypersensitivity (1–3). Besides, MCs can contribute to cancer progression by supporting angiogenesis, extracellular matrix degradation, and epithelial-to-mesenchymal transition (4, 5). The immune response to viral and bacterial infections is fundamentally triggered by MCs as they are strategically located at interfaces between host and environment (3, 6). Therefore, they belong to the first line of defence against intruders and fulfil the task to alert other immune cells to migrate to infected tissues (7, 8). Finally, MCs also contribute to tissue repair and homeostasis in the resolution phase of inflammation by secreting anti-inflammatory IL-10 and helping to remodel the extracellular matrix (9–11).

Understanding fundamental MC functions is often impeded by adequate cellular model systems. One reason is that a prototypical MC does not exist. The term mast cell comprises a heterogeneous cell population that can be classified into multiple subgroups depending on the receptor repertoire, composition of secretory granules and tissue residency (12). Thus, finding *in vitro* models that represent all aspects of different MC subtypes is not possible. Different tissue sources used for isolation and differences concerning *in vitro* differentiation and/or culturing of MCs using various cytokine and growth factor combinations influences analyses of general MC features. Due to the difficulties to isolate mature tissue-derived MCs from human or murine sources, many studies dealing with MCs have been conducted using human MC lines like HMC-1.1, -1.2, LUVA and LAD2 (13–15) or rodent MC lines like RBL-2H3 or L138.8A (16, 17). However, results obtained with these cell lines have to be interpreted with caution. Immortalized leukemic cell lines, like the HMC-1 lines usually contain oncogenic mutations, e.g. in the *KIT* gene (18), which influences studies on MC biology. Furthermore, the HMC-1 cell lines do not express a functional FcεR1 on the cell surface impeding studies on IgE receptor signaling. Likewise, the RBL-2H3 cell line, for instance, shows substantial genomic rearrangements whose consequences are scarcely characterized but certainly affect signaling pathways and cellular physiology in multiple ways (19, 20).

In mouse and rats, MCs are – in a simplified way – divided into two groups based on their histochemical staining properties reflecting different granule mediator content. Connective tissue MCs (CTMCs) typically contain tryptase, chymases, carboxypeptidase A3 (CPA3) and heparin proteogylcans, whereas granules of mucosal MCs (MMCs) lack tryptase and instead of heparin predominantly contain chondroitin sulfate (21). *In vitro*, murine mucosal-like MCs can be obtained from multipotent bone marrow-derived precursor cells, which require a long-lasting differentiation process in the presence of IL-3 and (optionally) stem cell factor (SCF). The resulting MCs are referred to as bone marrow-derived MCs (BMMCs). However, *in vitro* differentiated cultures of murine BMMC frequently result in an incompletely differentiated population of MCs, which morphologically and histochemically do not fully correspond to finally differentiated MCs observed in mouse tissues (22). Connective tissue-like MCs can be isolated from peritoneum – hence they are referred to as murine peritoneum-derived MCs (PMCs) – and subsequently enriched and expanded in culture in the presence of IL-3 and SCF (23). Challenging about PMCs is, however, that peritoneal lavages often yield only strictly limited amounts of enriched PMCs that cannot be cultured over a longer time period. As a consequence, to extensively characterize PMC biology, plenty of mice need to be sacrificed to yield validated scientific data, which is not in agreement with the 3R principles of animal welfare (24).

To obtain a comprehensive picture of general MC characteristics and functions, a combined approach analyzing cell lines, primary cells and *in vivo* models is required. In the present study, we describe the generation of a PMC-derived spontaneously transformed murine MC line termed PMC-306 that we propose as a new additional tool to study MC biology. We analyzed the MC characteristics in terms of morphology, cell surface marker expression, pro-inflammatory effector responses to different stimuli and protease expression in relation to wildtype (WT) PMCs. We could reveal that the PMC line retained its MC features. PMC-306 cells express functional high-affinity IgE and MRGPRB2 receptors and can therefore be used for respective signaling studies. In addition, we investigated proliferation, survival and the cell cycle pattern of PMC-306, which showed dependence on the cytokines SCF and IL-3. The chromosomal analysis did not reveal major chromosomal abnormalities apart from a heterozygous deletion of regions qC4-qC7 on chromosome 4. This region, amongst others, encodes the cyclin-dependent kinase inhibitor 2A (*Cdkn2a*, also known as INK4A or p16) and *Arf* (also known as p19), both of which function as central cell cycle inhibitors regulating the p53 and Rb pathways (25, 26). Intriguingly, despite the observed heterozygosity of the change on DNA level, mRNA expression of *Cdkn2a* and *Arf* was not detectable in PMC-306 cells. We demonstrated that these aberrations lead to an enhanced cell cycle activity, a strongly increased proliferative capacity and suspect that they might be involved in the mechanism of PMC transformation. We could further induce loss of *Cdkn2a* and *Arf* expression by sustained SCF supplementation of BMMC cultures pointing to a role of constitutive KIT activation in the regulation of *Cdkn2a*/*Arf* expression. Our initial characterization of PMC-306 provides the basis for using this cell line in prospective studies as a new tool to address differential MC functions.

## Material and methods

### Animals and cell culture

Murine peritoneal MCs (PMCs) and bone marrow-derived MCs (BMMCs) were isolated and cultured as described previously (23). Primary WT PMCs were cultured in conventional cell culture medium [RPMI1640 (Invitrogen, #21875-0991) containing 15% FCS (Capricorn, #FBS-12A), 10 mM HEPES (pH 7.4), 50 units/ml Penicillin and 50 mg/ml Streptomycin, 100 µM β-mercaptoethanol, 30 ng/ml IL-3 from X63-Ag8-653 conditioned medium (27) and approximately, depending on its biological activity, 20 ng/ml SCF from CHO culture supernatant (23)]. For cultivation of PMC-306 cells, the amounts of FCS and SCF were reduced from 15% to 10% and from 20 ng/ml to 5 ng/ml, respectively. Primary BMMCs were cultivated like PMCs, however, SCF was only supplemented to analyze the influence of KIT activation. PMC-306 cells were frozen at -150°C in 90% FCS and 10% DMSO in aliquots of 10 x 10^6^ cells per ml. WT PMCs were freshly isolated and were cultured for a maximum of 8 weeks. All mice used in this study were on a mixed C57BL/6 x 129/Sv background. Experiments were performed in accordance with German legislation governing animal studies and following the principles of laboratory animal care. Mice were held in the Institute of Laboratory Animal Science, Medical Faculty of RWTH Aachen University. The institute holds a license for husbandry and breeding of laboratory animals from the veterinary office of the Städteregion Aachen (administrative district). The institute follows a quality management system, which is certified according to DIN EN ISO 9001:2015. All protocols are reviewed by a Governmental Animal Care and Use Committee at the Landesamt für Umwelt-, Natur- und Verbraucherschutz, Recklinghausen (LANUV). No human samples were used and no experiments were conducted involving living animals. Mice were sacrificed by cervical dislocation to isolate cells either from peritoneum to enrich PMCs or from femurs to obtain bone marrow-derived cells, which were differentiated to BMMCs.

### β-Hexosaminidase assay

Measuring FcεRI-dependent degranulation, MCs were preloaded with 0.15 µg/ml IgE (clone Spe-7, Sigma, #A2831) overnight (37°C, 5% CO_2_). This step was skipped when cells were stimulated *via* MRGPRB2. Cells were washed in sterile PBS, resuspended at a density of 1.2 x 10^6^ (PMC-306 line) or 0.6 x 10^6^ (WT PMCs) per ml in Tyrode’s buffer (130 mM NaCl, 5 mM KCl, 1.4 mM CaCl_2_, 1 mM MgCl_2_, 5.6 mM glucose, and 0.1% BSA in 10 mM HEPES, pH 7.4) and allowed to adapt to 37°C 15 min. For stimulation, different concentrations of antigen (Ag; DNP-HSA, Sigma, #A6661), Mastoparan (Sigma, #M5280) or Compound 48/80 (C48/80) (Sigma, #C2313) were applied for 30 minutes. The amount of released β-hexosaminidase was determined by an enzymatic assay as described in (28). Degranulation was calculated as

$$\%Degranulation=\frac{amountofreleased\beta -hexosaminidase}{\left(amountofreleased\beta -hexosaminidase+amountofintracellular\beta -hexosaminidase\right)}$$

### Cytokine ELISA

To determine IL-6 and TNF secretion, WT PMCs and PMC-306 were stimulated as indicated in the respective experiments. If cells were stimulated with Ag, MCs were pre-loaded with IgE. Cell number was adjusted to 1.2 x 10^6^/ml in stimulation medium [RPMI 1640 + 0.1% BSA (Serva, #11930.04)], cells were allowed to adapt to 37°C and stimulated for 3 hours. Supernatants were collected after centrifugation. 96-well ELISA plates (Corning, #9018) were coated with capturing anti-IL-6 (1:250, BD Biosciences, #554400) or anti-TNF (1:200, R&D Systems, #AF410-NA) antibodies diluted in PBS overnight at 4°C. ELISA plates were washed three times with PBS+0.1% Tween and subsequently blocked with PBS + 2% BSA (IL-6 ELISA) or PBS + 1% BSA + 5% sucrose (TNF ELISA) for 90 min before loading the supernatants (50 µl for IL-6 ELISA, 100 µl for TNF ELISA). Additionally to loading of supernatants, IL-6 (BD Pharmingen, #554582) and TNF (R&D Systems, #410-MT-010) standards in 1:2 dilutions were added and plates were incubated overnight at 4°C. Thereupon, plates were washed three times again followed by incubation with biotinylated anti-IL-6 (1:500, BD Biosciences, #554402) and anti-TNF antibodies (1:250, R&D Systems, #BAF-410) diluted in PBS+1% BSA for 45 minutes and 2 hours, respectively, at room temperature (RT). After 3 washing steps, Streptavidin alkaline phosphatase (SAP, 1:1000, BD Pharmingen, #554065) was added for 30 minutes at RT. After 3 more washing steps, the substrate p-Nitro-phenyl-phosphate (1 pill per 5 ml in sodium carbonate buffer (2 mM MgCl_2_ in 50 mM sodium carbonate, pH 9.8), Sigma, #S0942-200TAB) was added and OD_450_ was recorded using a plate reader (BioTek Eon).

### Flow cytometry, viability assay, LAMP-1 assay and cell cycle analysis

Flow cytometry was performed to analyze MC surface marker expression. Roughly 0.5 x 10^6^ cells were washed in FACS buffer (PBS + 3% FCS + 0.1% sodium azide) and stained with either FITC-coupled anti-FcεR1 (1:100, clone MAR-1, BioLegend, #134306) and PE-coupled anti-CD117 (1:100, clone 2B8, BioLegend, #105808) or FITC-coupled anti-ST2 (1:100, clone DJ8, MD Bioproducts, #101001F) and PE-coupled anti-CD13 (1:100, clone R3-242, BD Pharmingen, #558745), respectively, for 20 minutes at 4°C in the dark. Thereupon, cells were washed again in FACS buffer, resuspended in 200 µl FACS buffer and analyzed using a FACSCanto II (BD Biosciences).

To determine viability of WT PMCs and PMC-306 cells, cells were seeded at a density of 0.3 x 10^6^ (PMC-306) or 0.5 x 10^6^ (WT PMCs) cells/ml and incubated under different cytokine deprivation conditions for 72 hours. Thereupon, cells were washed in FACS buffer and stained with Annexin V (1:100, BioLegend, #640912) diluted in culture medium for 20 minutes at 4°C in the dark. Immediately before analysis by flow cytometry using the FACSCanto II, propidium iodide (Sigma, #P4864) at a concentration of 1 µg/ml was added.

For LAMP-1 assay, MCs were preloaded with IgE (Spe7) overnight. Cells were washed and cell number was adjusted to 1 x 10^6^ cells per ml in RPMI 1640 + 0.1% BSA. Stimulation was performed for indicated time points with Ag (DNP-HSA). The reaction was stopped by centrifugation at 4°C followed by staining of cell surface LAMP-1 (CD107a) using FITC-coupled anti-LAMP-1 antibody (clone 1D4B, BioLegend, #121605) for 20 minutes at 4°C in the dark. Cells were washed in FACS buffer and LAMP-1 cell surface expression was determined by flow cytometry using a FACSCanto II.

For analysis of cell cycle parameters, background values of pooled (from n=3 per PMC cell type), unstained cells were subtracted from values of three independent stained samples. Cultured cells were pelleted by centrifugation (1400 rpm, 4°C, 10 min), subsequently stained with fluorophore-labelled antibodies against the surface markers CD117-PE-Cy7 (1:100, # 561681, BD Biosciences) and FcεR1-FITC (1:100, #11-5895-81, Invitrogen Thermo Fisher Scientific) in FACS-blocking buffer (mixture of 0.66% human/rabbit/mouse serum, Sigma-Aldrich, and 1% Bovine Serum Albumin, Sigma-Aldrich) for 40 minutes at 4°C. Cell fixation and permeabilization was performed using the eBioscience Foxp3/Transcription Factor Staining Buffer Set (Invitrogen Thermo Fisher Scientific) according to the manufacturer’s protocol. Intracellular co-staining of cells was performed using a mix of fluorophore-labelled antibodies against pH2Ax-PerCP-Cy5.5 (1:100, #564718, S139, BD Biosciences) together with pH3-AL647 (1:100, #3458, S10, Cell Signaling Technology) or MKi67-AL700 (1:100, #56-5698-82, Invitrogen Thermo Fisher Scientific) diluted in FACS-blocking buffer (mixture of 0.66% human/rabbit/mouse serum, Sigma-Aldrich, and 1% Bovine Serum Albumin, Sigma-Aldrich in PBS) for 30 minutes at 4°C. The cellular DNA content was determined by DAPI staining (BD Pharmingen, 1:1000 in 1x PBS). Compensation of each fluorochrome was automatically performed using OneComp ebeads (#01-111-42, Invitrogen Thermo Fisher Scientific) according to manufacturer’s recommendations. Measurements were performed using a BD LSRFortessa (BD Biosciences).

Acquired flow cytometry data were analyzed with FlowJo software v10 (Tree Star).

### RT-qPCR

Total RNA was isolated from 4 x 10^6^ cells using NucleoSpin RNA Plus Kit (Macherey Nagel, #740955.50) according to manufacturer’s instructions. 1 µg of RNA was reverse transcribed using random oligonucleotides (Roche, #11034731.001) and Omniscript Reverse Transcription (RT) Kit (Qiagen, #205113) according to manufacturer’s instructions. Quantification of transcript expression was performed using Sybr green reaction mix SensiFAST (Bioline, #BIO-86005) and 10 pmol of specific primers. PCR reaction was performed on a Rotorgene Q (Qiagen). Transcript expression was normalized to the housekeeping gene *Hprt* and relative expression was calculated according to the delta-C_T_ method (29). Following primers were used: *Hprt-*fwd: GCTGGTGAAAAGGACCTCC, *Hprt-*rev: CACAGGACTAGAACACCTGC, *Cdkn2a-*fwd: CTTTCGGTCGTACCCCGATT, *Cdkn2a-*rev: AGAAGGTAGTGGGGTCCTCG, *Arf-*fwd: TGGTGAAGTTCGTGCGATCC, *Arf-*rev: TACGTGAACGTTGCCCATCA, *Rbl1-*fwd: AACTGAACCTGGACGAGGGA, *Rbl1-*rev: GAGCATGCCAGCCAGTGTAT, *Dennd4c-*fwd: GGGAGAGACTCTGTCGCCTA, *Dennd4c-*rev: AACGTCTCCACTGCTGCTAC; *Mllt3-*fwd: ATGGCTAGCTCGTGTGCC, *Mllt3-*rev: GAACACCATCCAGTCGTGGG, *Plaa-*fwd: CAGACAGTCCTAACAGGGGC, *Plaa-*rev: TCCTCCAGTGGCAATCAGTC, *Cpa3-*fwd: AATTGCTCCTGTCCACTTTGA, *Cpa3-*rev: TCACTAACTCGGAAATCC ACAGT, *Gzmb-*fwd: ATGGCCCCAATGGGCAAATA, *Gzmb-*rev: CCGAAAGGAAGCACGTTTGG, *Mcpt2-*fwd: TTCACCACTAAGAACGGTTCG, *Mcpt2-*rev: CTCCAAGGATGACACTGATTTCA, *Mcpt4-*fwd: GTGGGCAGTCCCAGAAAGAA, *Mcpt4-*rev: GCATCTCCGCGTCCATAAGA, *Tpsab1 (Mcpt7)-*fwd: GCCAATGACACCTACTGGATG, *Tpsab1 (Mcpt7)-*rev: GAGCTGTACTCTGACCTTGTTG, *Cma1-*fwd: ACGGACAGAGGTTCTGAGGA, *Cma1-*rev: GAGCTCCAAGGGTGACAGTG, *Mrgprb2-*fwd: CCTCAGCCTGGAAAACGAAC, *Mrgprb2-*rev: CCATCCCAACCAGGGAAATGA, *Ccnd1-*fwd: TCAAGACGGAGGAGACCTGT, *Ccnd1-*rev: GGAAGCGGTCCAGG TAGTTC.

### Stimulation of MCs, western blotting and antibodies

For Ag-dependent MC stimulation, cells were preloaded with IgE (0.15 µg/ml) overnight. For FcεRI-independent stimulation, cells were not preloaded with IgE. Cells were washed with sterile PBS and concentration was adjusted to 1 x 10^6^ cells per ml in RPMI1640 + 0.1% BSA. 1 x 10^6^ cells were stimulated as indicated. Stimulation was stopped by snap-freezing in liquid nitrogen and subsequent lysis in phosphorylation solubilization buffer (PSB) (50 mM HEPES, 100 mM sodium fluoride, 10 mM sodium pyrophosphate, 2 mM sodium orthovanadate, 2 mM EDTA, 2 mM sodium molybdate, 0.5% NP-40, 0.5% sodium deoxycholate and 0.03% sodium dodecylsulfate (SDS)) for 30 minutes at 4°C. Cell lysates were centrifuged (10 min, 13,0000 x g) and subjected to SDS-PAGE and Western blot analysis as described previously (30). The following antibodies were used for detection of p-PLCγ1 (Y783, Cell Signaling Technology (CST), #2821), PLCγ1 (CST, #2822), p-PKB (S473, CST, #9271), PKB (CST, #9272), p-ERK1/2 (T202/Y204, CST, #4370), ERK2 (Santa Cruz, #sc-1647), ERK1/2 (CST, #4696), p-p38 (T180/Y182, CST, #9216), p38 (Santa Cruz, #sc-81621), p-IκBα (S32, CST, #2859), IκBα (CST, #4812), p-KIT (Y719, CST, #3391), KIT (CST, #3074), GAPDH (Santa Cruz, #166574), HSP 90 (CST, #4877), actin (Santa Cruz, #sc-8432), granzyme B (CST, #4275) and tryptase (Santa Cruz, #sc-32889). Secondary antibodies coupled to horseradish peroxidase were purchased from Dako Cytomation [goat anti-rabbit HRP (#P0448), rabbit anti-mouse HRP (#P0161)].

### Proliferation and XTT assay

Cells were seeded at a density of 0.3 x 10^6^ cells per ml (PMC-306) or 0.5 x 10^6^ cells per ml (WT PMCs) in medium containing different amounts of cytokines and growth factors or different amounts of Imatinib (Selleckchem, #S1026) using DMSO (Applichem, #A3072) as control. After 24 hours of incubation in a humidified atmosphere (37°C, 5% CO_2_), cells were resuspended and 50 µl of cell suspension were diluted in 10 ml PBS. Cell count and viability was determined using Casy cell counter (Innovatis). Cell count was monitored over a period of 72 hours.

Metabolic activity was determined using XTT Cell proliferation kit II (Roche, #11465015001). Cells were seeded at a density of 0.3 x 10^6^ (PMC-306) or 0.5 x 10^6^ (WT PMCs) cell per ml in wells of a 96-well microplate and a final volume of 100 µl. Metabolic activity was measured after an incubation time of 72 hours under humidified culture conditions (37°C, 5% CO_2_) by adding 50 µl of XTT reagent to each well and measuring spectrophotometrical absorbance of the resulting formazan product at a wavelength of 475 nm and a reference wavelength of 650 nm. For analysis, the measured absorbances at 475 nm and 650 nm were blanked to medium controls and for total absorbance the blanked absorbance at 475 nm was subtracted from blanked absorbance at 650 nm (blanked A_475_ – blanked A_650_). These calculated values are provided in the Figures.

### Electron microscopy

5 x 10^6^ primary WT PMCs or transformed PMC-306 were centrifuged and resuspended in 500 µl regular growth medium. For fixation, 3% glutaraldehyde dissolved in PBS was added for four hours. The subsequent steps for sample preparations and image acquisition were conducted by the Department of Electron Microscopy at the Institute of Pathology at the University Hospital Aachen. Briefly, the cells were embedded in 5% low-melting agarose (Sigma, #2070-OP), washed in phosphate buffer, post-fixed in 1% OsO4 (Roth, #8371.1) in 25 mM sucrose buffer and dehydrated by ascending ethanol series (30, 50, 70, 90 and 100%) for 10 min each. Last step was repeated 3 times. Dehydrated specimens were incubated in propylene oxide (Serva, #33715.01) for 30 min, in a mixture of Epon resin (Serva, #21045.01) and propylene oxide (1:1) for 1h and finally in pure Epon for 1h. Samples were embedded in pure Epon and polymerized at 37°C for 12 hours and at 80°C for 48 hours. Ultrathin sections (70-100 nm) were stained with 0.5% uranyl acetate and 1% lead citrate (both EMS, #22400, #17600) to enhance contrast. Samples were viewed at an acceleration voltage of 60 kV using a Zeiss Leo 906 (Carl Zeiss) transmission electron microscope.

### May-Grünwald-Giemsa staining

1 x 10^6^ primary PMCs were centrifuged (1,200 rpm, 5 min, 21°C) and resuspended in 100 µL PBS. 50 µL of the cell suspension was spotted onto an ethanol cleaned glass slide (microscope slides, 76 x 26 mm, pre-cleaned, R. Langenbrink, Emmendingen, Germany) and distributed equally. The glass slide was thoroughly air dried. For the cell line PMC-306 1.5 x 10^6^ cells were centrifuged (800 rpm, 5 min, 21°C) and resuspended in 120 µL PBS. 40 µL of the cell suspension was spotted onto an ethanol cleaned glass slide and distributed equally. The glass slide was thoroughly air dried. The cells were fixed by dipping 10 times in pre-cooled ice-cold acetone (VWR, #20066.296) in a glass tray. Thereafter, the glass slide was thoroughly air dried. The staining of MCs with the MGG stain was performed automated according to standard procedures. Microscopic analysis was done by using a slide scanner device (“Fritz” slide scanner, PreciPoint, Germany) equipped with a 40 x objective and the software MicroPoint (V.2021-01). Higher resolution was obtained by digital zoom. To view or transfer data, the software ViewPoint (V1.0.0.9628) and ConvertPoint (V1.0.0.299) were used.

### Cytogenetic analysis

Structural and numerical chromosome alterations were investigated by conventional karyotyping of the PMC-306 cell line using GTG banding at a 400 to 550 band level (31). Standard procedure to obtain metaphase spreads were performed (32). Cell division was blocked at metaphase followed by hypotonic treatment and methanol/acetic acid fixation (3:1). The banding techniques included use of a trypsin pre-treatment, which was done according to standard protocols (33). Microscopic evaluation was performed using Axioplan fluorescence microscope (Carl Zeiss) and IKARUS digital imaging systems (MetaSystems). 18 to 24 GTG banded metaphases were analyzed.

### Next generation sequencing

5 x 10^6^ cells were harvested directly from the respective cell cultures of primary WT PMCs and PMC-306 and washed in PBS. Cell pellets were resuspended in RNAlater buffer (Qiagen, #1017980) and stored at -80°C. The quantity of RNA was analyzed with the Quantus Fluorometer (Promega, Madison, USA). RNA quality control was done using the 4200 TapeStation System (Agilent Technologies, Inc., Santa Clara, USA). An RNA Integrity Number (RIN) of at least 7.3 verified the high quality of all included RNA samples. Sequencing libraries were generated from 1000 ng of total RNA using TruSeq Stranded Total RNA Library Preparation Kit (Illumina, San Diego, USA, #20020596). The libraries were run on an Illumina NextSeq500 High Output 150 cycles Kit v2.5 (Illumina, San Diego, USA, #20024906). FASTQ files were generated using bcl2fastq (Illumina) with standard parameters. Samples were then processed using the nf-core/RNA-seq pipeline version 3.5 (34) implemented in Nextflow 21.10.6 (35) using Docker 20.10.12 (36) with the minimal command. In brief, lane-level reads were trimmed using Trim Galore 0.6.7 (37) and aligned to the mouse genome (GRCm39) using STAR 2.7.9a (38). Gene-level and transcript-level quantification was done by Salmon v1.5.2 (39).

### Statistical analysis

All data shown were generated from at least three independent experiments. Statistical analysis and graphing of data was performed using GraphPad Prism 9 (GraphPad Software, San Diego, CA 92108). All statistical test procedures were done as described in the respective figure legends. *P*-values were considered statistically significant according to the GP style in GraphPad Prism (ns: *p*>0.05, * *p*<0.05, ** *p*<0.01, *** *p*<0.001, **** *p*<0.0001). The respective number of independent biological replicates per experiment is indicated in the figure legends.

## Results

The murine peritoneal MC line PMC-306 spontaneously developed from murine WT peritoneum-derived MCs. Primary PMCs were isolated and enriched from mice with a mixed C57BL/6;129Sv genetic background as described previously (23). After a culture period of 3 weeks, purity of the parental PMC culture was verified. The homogenous cell population showed ≥ 90% double positivity for FcεRI and KIT/CD117 (**Supplementary Figure 1A**). While usually after a maximum of 8 weeks in culture, PMC proliferation and viability decreases, PMC-306 cells showed accelerated proliferation with increasing passages. Besides, PMC-306 could easy be cryopreserved for storage and thawed to be re-cultivated again. These observations led us to characterize the phenotype of the PMC-306 cell line.

### PMC-306 cells are smaller and less granulated than primary WT PMCs

One hallmark of MCs are their secretory granules containing, amongst others, biogenic amines and proteases, which can be released upon stimulation in the process of degranulation (40). Electron microscopy analysis revealed drastically reduced granularity of PMC-306 cells compared to primary PMCs, which showed a cytoplasm densely packed with electron dense and seemingly empty granular structures (**Figure 1A**). Similarly, primary PMCs exhibited an increased cytoplasm-to-nucleus relation and were larger compared to PMC-306 as shown by MGG staining (**Figure 1B**). In FACS analysis, reduced granularity and smaller size of PMC-306 was confirmed. The population of primary WT PMCs shifted towards higher SSC intensities and showed more heterogeneity compared to PMC-306 (**Figure 1C**). Primary WT PMCs express the typical MC markers FceRI, KIT, ST2 and CD13 on the cell surface, which we could show by FACS analysis (**Figure 1E**, left panel). Though differences appeared in morphological characteristics, PMC-306 stained positive for the four typical MC markers, as well, confirming that PMC-306 cells still had MC characteristics (**Figures 1D, E**, right panel).

**Figure 1:**
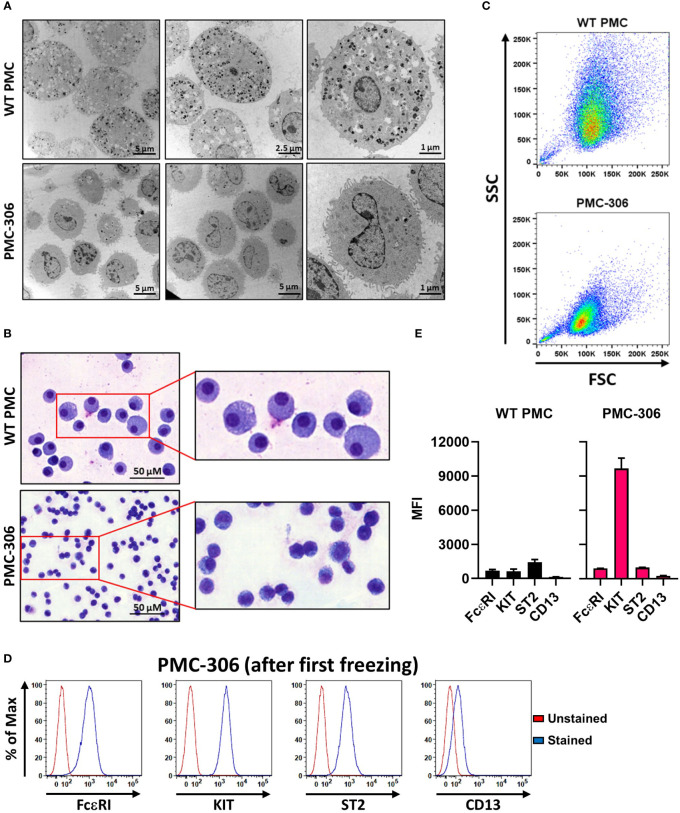
Phenotypic characterization of PMC-306 cells reveals morphological differences to primary WT PMCs. **(A)** Representative electron micrographs of glutaraldehyde-fixed and agarose embedded primary WT PMCs and PMC-306 cells. **(B)** Representative microscopy images of fixed MGG-stained primary WT PMCs and PMC-306 cells. **(C)** Representative FACS analysis of size and granularity of primary WT PMCs in comparison to PMC-306. Forward/side scatter intensities of 30,000 cells were recorded with the same settings to show differences between the two cell types (n=3). **(D)** Representative FACS histograms showing surface localisation of FceRI, KIT, ST2 and CD13 in PMC-306 cells after freeze-thaw in relation to an unstained control. (n=3) **(E)** FACS analysis of the MC surface markers FcεRI, KIT (CD117), ST2 and CD13. Geometric mean fluorescence intensities (MFI) are plotted for each surface marker (n=4). Data are shown as mean + SD.

### PMC-306 show increased but still cytokine-dependent proliferation

Established human MC leukemia cell lines like HMC-1.1 and HMC-1.2 are known for their high proliferative capacity and cytokine-independent growth due to mutations in the receptor-tyrosine kinase KIT (13, 41). Therefore, we sought to determine the cytokine dependence and proliferative capacity of PMC-306. We first compared the proliferation rate of PMC-306 to primary PMCs over 3 days in SCF- and IL-3-containing culture medium. PMC-306 had a doubling time of about 24 hours while primary PMCs proliferated marginally within an investigated time frame of 72 h (**Figure 2A**). Due to the slow proliferation of primary PMCs, we analyzed the impact of IL-3 and SCF withdrawal on the proliferation only for PMC-306 cells. Both cytokines were reduced independently, while one factor was kept constant. Reduction of IL-3 to 1% and complete withdrawal of IL-3 significantly, but moderately reduced proliferation after 72 hours, while at earlier time points proliferation remained unaffected (**Figure 2B**). Instead, reducing the amount of SCF had a substantial impact on proliferation of PMC-306. Reduction by 90% substantially attenuated proliferation already at 48 hours after withdrawal. Further reduction of SCF completely abrogated proliferation of PMC-306 (**Figure 2C**). Additionally, we measured the viability of primary WT PMCs and PMC-306 after 72 hours of incubation under different deprivation conditions. Reducing the amount of IL-3 had no impact on viability of primary PMCs but significantly attenuated the viability of PMC-306 (**Figure 2D**; **Supplementary Figure 2**). Reduction of the SCF concentration significantly reduced viability of primary PMCs. However, 10% remaining SCF reduced viability of PMC-306 without affecting viability of WT PMCs. Under harsher SCF deprivation conditions, viability of PMC-306 cells decreased stronger indicating increased SCF dependence of PMC-306 cells over WT PMCs (**Figure 2D**; **Supplementary Figures 2A, B**). Interestingly, when metabolic activity under IL-3-deprivating conditions was measured, primary PMCs maintained higher metabolic rates compared to a faster decline in metabolic activity of PMC-306 cells (**Figure 2F**). SCF withdrawal reduced metabolic activity similarly in both cell types (**Figure 2F**). In line with increased KIT expression and stronger dependence on SCF for survival, PMC-306 cells were more sensitive to KIT inhibition by Imatinib. 1 µM of Imatinib was sufficient to significantly reduce metabolic activity in PMC-306 cells while primary PMCs appeared more resistant showing sustained metabolic activity at the same inhibitor concentration (**Figure 2G**). Conclusively, the PMC-306 cell line is slightly dependent on IL-3, and even more – compared to primary WT PMCs – on SCF for proliferation and survival.

**Figure 2:**
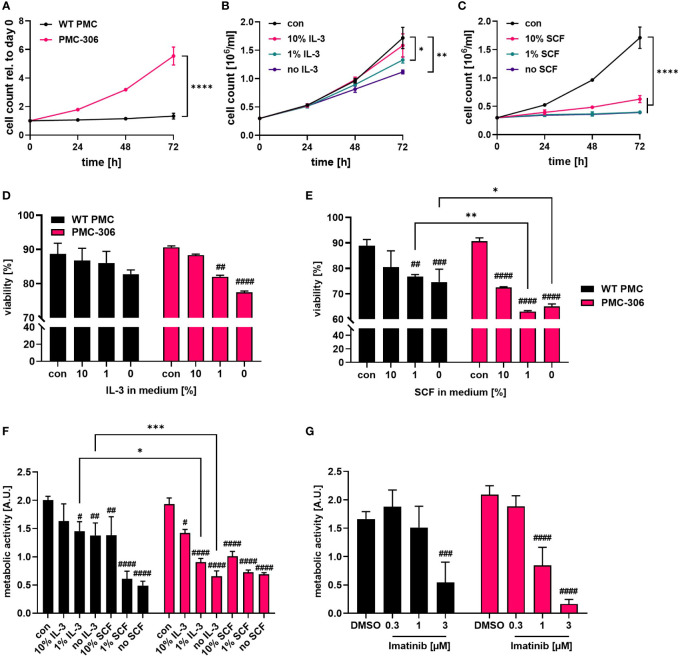
PMC-306 show faster proliferation compared to primary PMCs, which is dependent on IL-3 and SCF. **(A)** Cell number of primary WT PMCs and PMC-306 cells was measured every 24 hours for up to 72 hours using a CASY Cell counter (n=3). Both cell types were cultivated under the same conditions (20 ng/ml SCF and 15% FCS) to allow direct comparison. Proliferation of PMC-306 cells grown under reduced IL-3 (n=3) **(B)** or SCF (n=3) **(C)** concentrations was determined every 24 hours up to 72 hours using a CASY Cell counter. Viability of primary PMCs and PMC-306 cells was determined by FACS analysis using Annexin V and propidium iodide staining after 72 hours incubation in medium containing reduced IL-3 (n=3) **(D)** or SCF (n=3) **(E)**. **(F)** The metabolic activity of primary PMCs and PMC-306 after 72 hours cultivation under IL-3 or SCF deprivation was determined by XTT assays (n=3). **(G)** The metabolic activity of Imatinib-treated primary PMCs and PMC-306 cells was determined after 72 hours by XTT assays (n=3). Both cell types, primary PMCs and PMC-306 cells were cultivated under the same medium conditions with the control condition reflecting normal PMC medium containing 20 ng/ml SCF and 15% FCS so that % reduction in SCF refers to the same initial control concentration. Data are shown as mean + SD. **(A)** Two-tailed, unpaired Student’s T test of data at 72 hours. **(B, C)** One-way ANOVA followed by Tukey multiple comparisons test of data at 72 hours. **(D-G)** Ordinary two-way ANOVA followed by Sídák multiple comparisons test. *p*>0.05 ns, ^#^and *p<0.05, ^##^and **p<0.01, ^###^and ***p<0.001, ^####^and ****p<0.0001. * indicates significant differences between groups, while # indicates significant differences relative to control conditions within one group.

### Ag-dependent MC effector functions of PMC-306 are comparable to primary WT PMCs

Leukemic MCs proliferate fast, while the reaction to stimulatory signals associated with degranulation and cytokine production is often attenuated due to their immature phenotype or loss of receptor expression (e.g. the FcεRI α- and β-subunits in case of HMC-1.1 and -1.2 cells) (42–44). Therefore, we were interested in determining the capacity of degranulation and pro-inflammatory cytokine production of PMC-306 cells in response to different stimuli. The FcεRI is known to respond to increasing concentrations of Ag with a bell-shaped dose response curve (45). The activity of released β-hexosaminidase from cytoplasmic granules can be used as readout for degranulation. Alternatively, to the latter bulk measurement, externalization of the granular transmembrane marker LAMP1 can be measured by FACS analysis to quantify the extent and kinetics of granule fusion with the plasma membrane on a single cell basis. PMC-306 and primary PMCs both showed similar bell-shaped dose-response behaviour with increasing Ag concentrations, reaching a maximum release of β-hexosaminidase at 20 ng/ml (**Figure 3A**). Additionally, we determined the kinetics of degranulation measured as time-dependent LAMP1 externalization. Again, the kinetics of LAMP1 externalization was qualitatively similar between primary PMCs and PMC-306 cells reaching maximal LAMP1 MFIs after 5 minutes of stimulation (**Figure 3B**). Another receptor triggering MC degranulation independent of IgE is the GPCR MRGPRB2, which is exclusively expressed in connective tissue-like MCs and can be stimulated by cationic peptides (46–48). Thus, to prove expression of MRGPRB2 in PMC-306, we stimulated primary PMCs and the PMC-306 line with either C48/80 or Mastoparan – compounds that are known to potently activate MRGPRB2 – and measured β-hexosaminidase release. Primary PMCs and PMC-306 both degranulated in response to both stimuli in a dose-dependent manner confirming the connective tissue nature of PMC-306 (**Figures 3C, D**). While degranulation of MCs happens within minutes, secretion of pro-inflammatory cytokines takes several hours of stimulation. We determined secretion of IL-6 and TNF from primary PMCs and PMC-306 in response to FcεRI stimulation. As described above, the response to Ag stimulation followed a bell-shaped dose-response curve in both cell types (**Figure 3E**). Primary WT PMCs and PMC-306 secreted highest amounts of IL-6 and TNF upon stimulation with 2 and 20 ng/ml Ag and the pro-inflammatory cytokine response decreased with lower and higher Ag concentrations. This phenocopies the dose response behaviour previously seen for the b-hexosaminidase release in response to increasing Ag concentrations for both cell types. We further observed no pro-inflammatory cytokine secretion in response to TLR4 (LPS), TLR2/6 (FSL-1), KIT (SCF) and MRGPRB2 (C48/80) stimulation at the given stimuli concentrations for both cell types (**Figure 3F**). Besides, PMC-306 did not react to IL-33 activating the ST2/IL1RAP (IL-1 receptor accessory protein) receptor complex, while primary PMCs secreted pro-inflammatory cytokines upon IL-33 stimulation. (**Figure 3F**). Briefly, we could show that the PMC-306 line expresses a functional FcεRI and MRGPRB2 receptor, maintained the ability to degranulate in response to Ag and MRGPRB2 activation but could neither be activated by TLR ligands nor by IL-33 stimulation.

**Figure 3:**
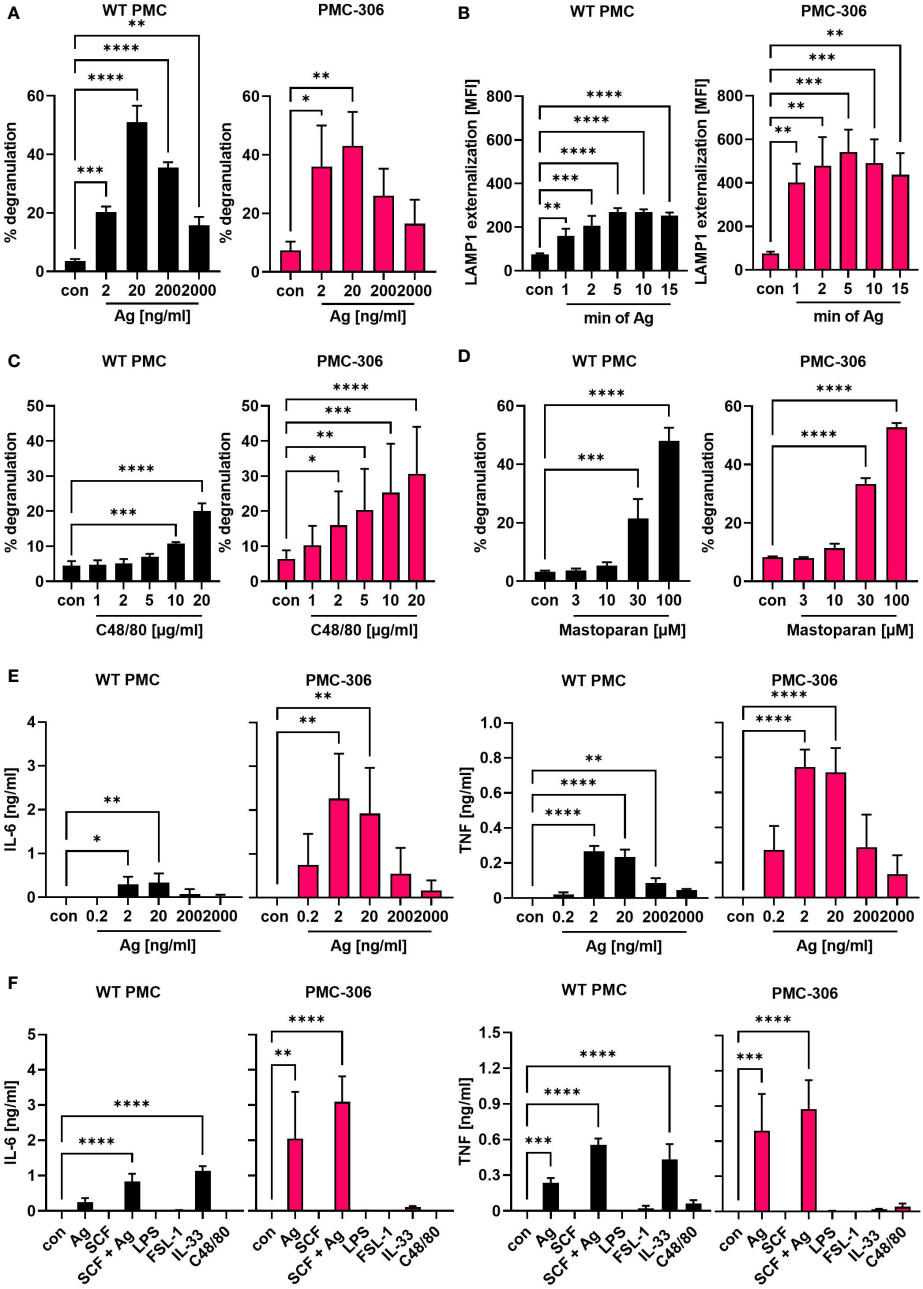
The qualitative degranulation and proinflammatory cytokine responses of PMC-306 and primary PMCs are similar. **(A)** Degranulation of primary WT PMCs (left panel) and PMC-306 cells (right panel) in response to increasing Ag concentrations was determined by β-hexosaminidase release assay (n=3). **(B)** The time-dependent externalization of LAMP1 was determined by quantifying the LAMP1 on the cell surface in FACS analysis as MFI upon stimulation with 20 ng/ml Ag in primary PMCs (left panel) and PMC-306 cells (right panel) (n=3). The degranulation responses of primary PMCs (left panel) and PMC-306 cells (right panel) to increasing concentrations of the MRGPRB2 agonists C48/80 **(C)** and Mastoparan **(D)** were determined by β-hexosaminidase release assays (n=3). The secretion of IL-6 [**(E) left**] and TNF [**(E) right**] in response to indicated Ag concentrations was determined by ELISA (n=3). The pro-inflammatory cytokine production of primary WT PMCs and PMC-306 to Ag (20 ng/ml) in comparison to other stimuli (SCF: 100 ng/ml, SCF+Ag: 100 ng/ml and 20 ng/ml, LPS: 1µg/ml, FSL-1: 1 µg/ml, IL-33: 10 ng/ml, C48/80: 10 µg/ml) was determined by IL-6 [**(F) left**] and TNF [**(F) right**] ELISAs (n=3). Data are shown as mean +SD. One-way ANOVA followed by Dunnett multiple comparisons test. Stars indicate significance within one group relative to control. *p*>0.05 ns, *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

### Signaling pathway activation downstream of typical MC receptors is functional in PMC-306 cells

In comparison to BMMCs, PMCs have a greater active protease repertoire stored within the cytoplasmic granules. This complicates signaling studies and makes protein interaction studies using immunoprecipitation nearly impossible as the lysis of cells in classical lysis buffers containing a mixture of protease inhibitors is not sufficient to prevent protease-dependent protein degradation (12, 40, 49). We therefore aimed to test whether the PMC-306 is suitable for signaling studies upon lysis in normal lysis buffer containing typical protease inhibitors. Further, we wanted to confirm that differential activation of the PMC-306 line leads to comparable activation of signaling pathways as in primary PMCs to verify its suitability for MC signaling studies. Stimulation of PMC-306 with Ag rapidly increased phosphorylation of PLCγ1 at tyrosine 783, which is critical for the initiation of the Ca^2+^ response and PKC activation. Activation of the mitogen-activated protein kinases (MAPK) ERK1/2 and p38, as well as phosphorylation of protein kinase B (PKB) occurred within one minute of stimulation, while strongest phosphorylation/activation and degradation of NFκB inhibitor α (IκBα) – a readout for NFκB pathway activation – started at 5 minutes after Ag stimulation (**Figure 4A**). This indicates that pathways necessary for cytokine production, like the MAPK and NFκB pathways, are functional and strongly responsive to Ag stimulation, which is in line with the described cytokine measurements (**Figures 3E, F**). Although we could not observe cytokine secretion in response to SCF stimulation, activation of KIT (auto-phosphorylation at Y719) could be detected in response to SCF. However, phosphorylation of KIT, PKB, and MAPK were transient and rapidly decreased after one minute of stimulation (**Figure 4B**) correlating with the lack of detectable cytokine production, which would require a sustained signal strong enough to induce transcriptional changes in gene expression. Likewise, we could see transient activation of the NFκB and ERK pathways in response to IL-33 though the cytokine production was strongly attenuated compared to WT PMCs (**Figure 3F**). Interestingly, Y719 of KIT was phosphorylated upon IL-33 stimulation, which corroborates previous findings that revealed a role for KIT in contributing to ST2 signaling in MCs (**Figure 4C**) (50). Additionally, while most cell lines have substantially elevated basal levels of phosphorylated signaling proteins emerging in Western blot analysis, we did not observe obvious activation/phosphorylation of investigated proteins in PMC-306 cells under unstimulated conditions. Surprisingly, we could not detect considerable cytokine production in response to C48/80 at a concentration of 10 µg/ml, which in previous experiments elicited substantial β-hexosaminidase release (**Figure 3C**) and was also used in preceding studies to stimulate MRGPRB2 (46). Yet, we noticed a strong induction of cytokine release in response to 3-fold lower C48/80 concentrations (**Supplementary Figure 3A**). Accordingly, we used 3 µg/ml C48/80 to analyze activation of MRGPRB2 signaling in the PMC-306 cell line. As shown in **Figure 4D**, a transient activation of the PKB, ERK and NFκB signaling pathways could be detected after five minutes of stimulation. Notably, the concentrations stimulating cytokine production did not or did only hardly induce degranulation. Besides, stimulation with higher concentrations of C48/80 and Mastoparan previously reported to induce degranulation led to a significant reduction in protein concentration in the cell pellet after lysis, which did not occur with Ag (**Supplementary Figure 3B**), indicating loss of cellular content upon C48/80 stimulation. Moreover, we were not able to measure an externalization of LAMP1 in response to C48/80 at 10 µg/ml neither in PMC-306 cells (data not shown) nor in primary PMCs (**Supplementary Figure 3C**) pointing to a substantially different mechanism of degranulation compared to Ag, which potentially involves cellular disintegration.

**Figure 4:**
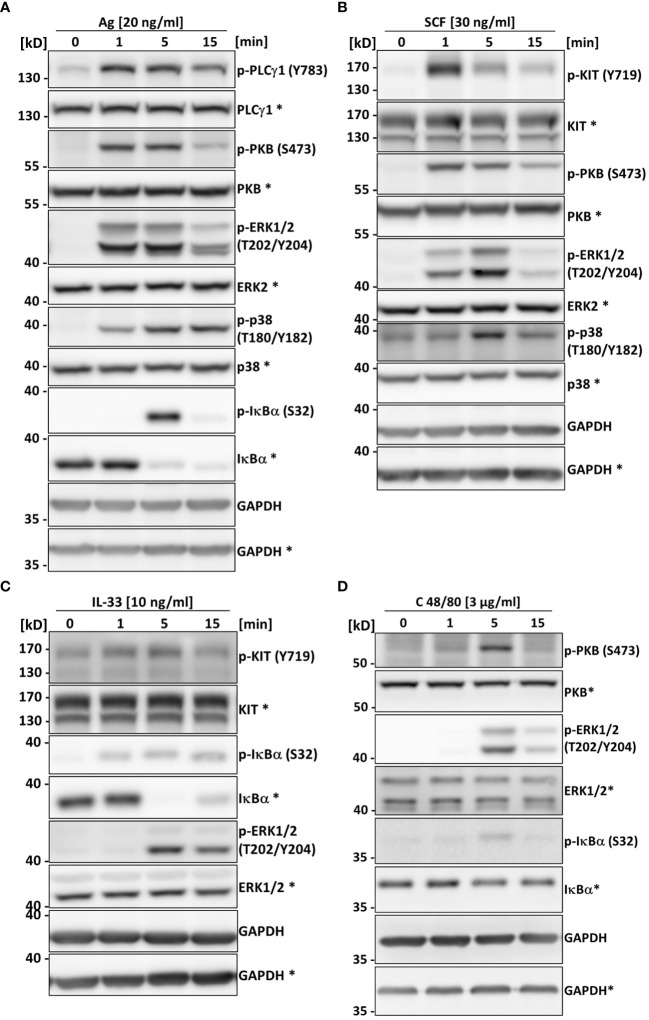
The PMC-306 cell line can be used to analyze signaling in response to Ag, SCF, IL-33 and C48/80. The activation of PLCγ1, PKB, the MAPKs ERK and p38, KIT and the NFκB pathway in response to Ag (20 ng/ml) **(A)** (n=3), SCF (30 ng/ml) **(B)** (n=3), IL-33 (10 ng/ml) **(C)** (n=3) or C48/80 (3 µg/ml) **(D)** (n=3) after 1, 5 and 15 minutes of stimulation was studied by Western blot analysis. Activation of the pathways was analyzed by phospho-specific antibodies (p-PLCγ1 (Y783), p-KIT (Y719), p-PKB (S473), p-ERK1/2 (T202/Y204), p-p38 (T180/Y182), p-IκBα (S32) for key signaling proteins. For loading controls, antibodies recognizing the respective total proteins were used. Asterisks indicate detection on the same membrane. GAPDH served as control for equal loading of both gels. Representative experiments are depicted for each stimulation condition.

### Reduced protease expression of PMC-306 suggests an immature phenotype

Our data so far demonstrated that the PMC-306 line still has MC-like properties in terms of morphology and cellular reactivity. Nonetheless, we also noted differences in proliferation and the fact that in contrast to primary WT PMCs, PMC-306 cells have become immortal. Hence, we were interested in transcriptomic differences between PMC-306 and primary WT PMCs that we aimed to uncover by next generation sequencing. 

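RNA was sequenced from 8 cultures, 1 of PMC-306, 1 of PMC-303, which is a second PMC line that arose independently, and 6 of primary WT PMCs, of which 3 came from female and 3 from male mice. Both lines were kept in 10% FCS and 5 ng/ml SCF and the primary cultures in 15% FCS and 20 ng/ml SCF. All had 30 ng/ml IL-3. Medium and transformation therefore differ between the same cultures. The paper also grew PMC-306 in the medium of the primary cultures. It reports no influence on the mRNA of Cdkn2a, Arf, Cma1, Cpa3, Gzmb, Mcpt2, Mcpt4, Tpsab1 and Mrgprb2. For other genes and for PMC-303 the sequenced libraries cannot separate medium from transformation. From the total RNA libraries the authors trimmed the reads, aligned them to GRCm39 with STAR and estimated a count per gene with Salmon, without normalization. The estimated counts summed to 19031806 in PMC-306 and 23195483 in PMC-303. They summed to 22177870, 24180226 and 18597807 in female cultures 1 to 3 and to 20035830, 15918758 and 19872803 in male cultures 1 to 3. In the deposited table 3.37% of the count cells had been rewritten as dates or with additional points by a spreadsheet program, and these were set back to numbers. After this, the count of a gene and the sum of its transcripts differed by at most 1.53 counts. Counts were divided by library sizes scaled with the trimmed mean of M values (TMM) and are given as CPM. A count of 0 allows up to 3 counts, which is 0.147 CPM in PMC-306, 0.123 CPM in PMC-303 and between 0.132 and 0.187 CPM in the primary cultures, and this limit covers counting error only. A fold compares the CPM of a line with the mean CPM of the 6 primary cultures after adding 0.1 CPM to each. With 1 library per line, a difference of a single line has no replicate check, and it is set beside the range of the primary cultures. Where both lines are tested together against the primary cultures, limma was used on log2(CPM + 0.1) with a mean-variance trend and Benjamini-Hochberg adjustment.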

For validation of NGS data, we first concentrated on variations in MC granular proteins as the electron micrographs revealed differences in number of granules between WT PMCs and PMC-306. 

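In the sequenced libraries, carboxypeptidase A3 (Cpa3, chromosome 3 of GRCm39, 20269774 to 20296362) had 22835 CPM in PMC-306 and 29221 ± 5303 CPM (SD, n = 6) in primary WT PMCs, which is within the range of the primary cultures from 21763 to 38179 CPM. The chymase gene Cma1 (chromosome 14, 56178908 to 56182132) had 7756 CPM in PMC-306, under the lowest primary culture with 8066 CPM, and the primary mean was 10566 ± 2694 CPM (SD, n = 6). Gzmb (chromosome 14, 56496295 to 56499717) had 217 CPM in PMC-306 against 612 ± 133 CPM (SD, n = 6), a log2 fold of -1.49. The proteases Mcpt2 and Mcpt4 lie on chromosome 14 and Tpsab1 and Tpsb2 on chromosome 17, and the counting could have split reads among such related genes, so that their values are uncertain. Mcpt2 had 14 counts in PMC-306 (0.687 CPM) against 106 ± 45.2 CPM (SD, n = 6). Mcpt4 and Tpsab1 had 1 count each in PMC-306. Set against 3 counts, Mcpt4 was 1539-fold and Tpsab1 30.7-fold lower than in primary WT PMCs, which are not strict lower bounds. Tpsb2 fell from 6309 ± 3242 CPM (SD, n = 6) to 20.9 CPM. The receptor gene Mrgprb2 (chromosome 7, 48200713 to 48207885) had 8.45 CPM in PMC-306, within the primary range from 3.49 to 13.6 CPM. Its log2 fold of 0.13 moved most among the genes measured above the limit, to 0.36 without female culture 3, and it changed sign, to -0.02, when female culture 1 or male culture 1 was left out. In the test of both lines against the 6 primary cultures, limma gave a log2 fold of -1.89 for Gzmb (adjusted p = 0.000993) and of -5.63 for Mcpt2 (adjusted p = 0.000696 by limma). For Mcpt4 and Tpsab1 the adjusted p was 0.000997 and 0.0254. The log2 fold of both lines was -0.31 for Cpa3 (adjusted p = 0.494 by limma), -0.36 for Cma1 (0.340) and -0.76 for Mrgprb2 (0.414). Of these 7 genes, 4 were lower when adjusted over the list alone and 4 when adjusted over all genes.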

We determined the relative β-hexosaminidase content of equal cell numbers of primary PMCs and PMC-306 and found significantly less β-hexosaminidase activity in cell lysates of PMC-306 (**Figure 5A**). On mRNA level, we found that expression of the proteases *Cpa3*, *Cma1* and *Gzmb* was reduced compared to WT PMCs but still detectable in PMC-306 (**Figures 5B–D**). However, we could not detect expression of *Mcpt2*, *Mcpt4* and *Tpsab1* in PMC-306 cells (**Figures 5E–G**). On protein level, we verified expression of granzyme B and tryptase in primary WT PMCs and could confirm a total lack of tryptase expression in PMC-306 cells. Strikingly, despite residual mRNA expression of *Gzmb* in PMC-306, there was hardly any granzyme B protein present (**Figure 5H**). This pattern of protease expression in PMC-306 is reminiscent of immature MC precursors, that lack expression of proteases up-regulated in late stages of MC differentiation like *Mcpt2* and *Tpsab1* (51, 52). In addition, we wanted to verify expression of the CTMC-specific receptor MRGPRB2, since we could show similar responsivity between PMC-306 and WT PMCs (**Figures 3C, D**). Though, PMC-306 cells exhibited significantly reduced mRNA expression of *Mrgprb2* (**Figure 5I**). However, our data suggests that this does not affect the respective degranulation response (compare **Figure 3C**).

**Figure 5:**
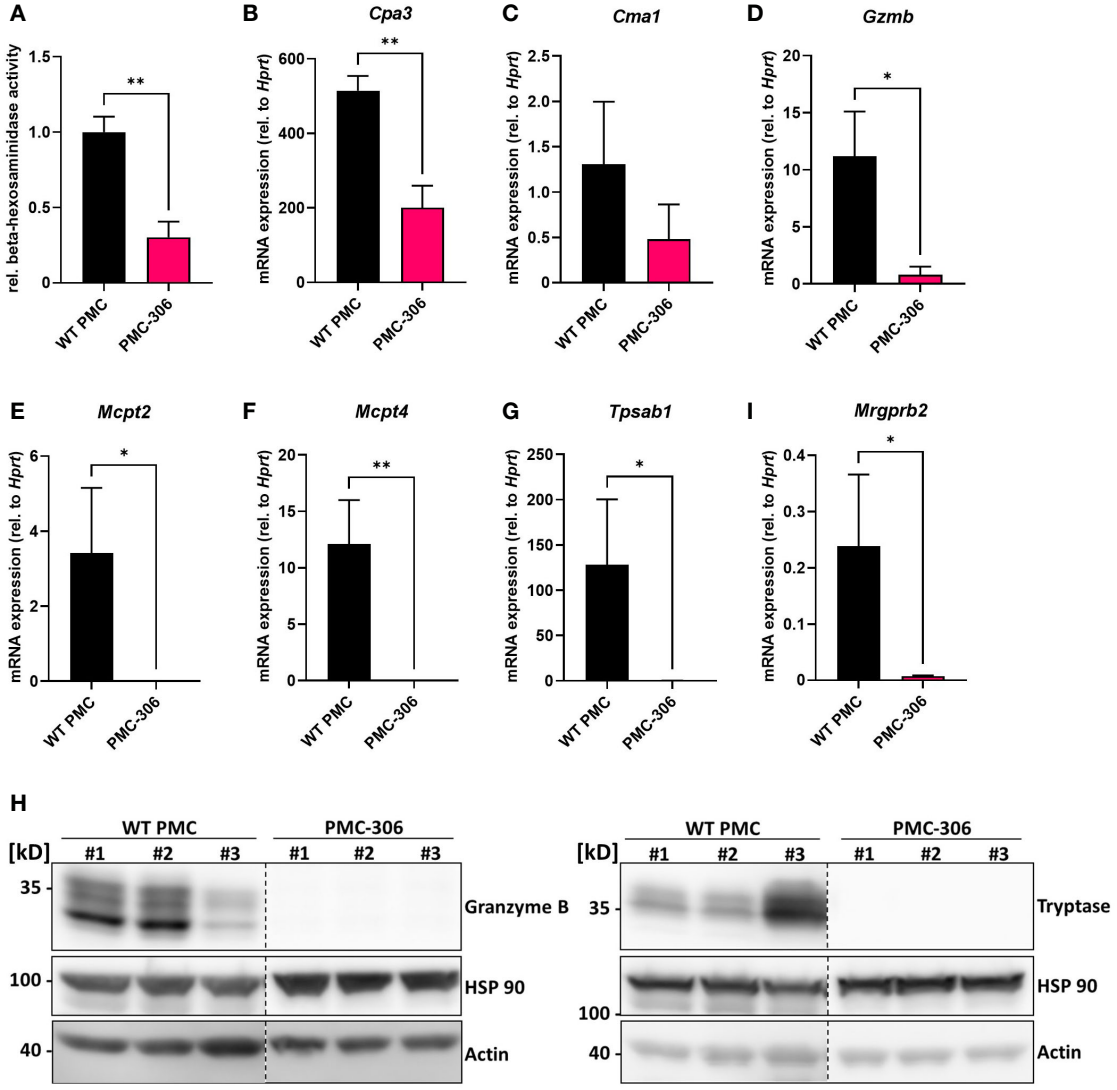
The repertoire of protease expression is reduced in PMC-306 cells revealing an immature MC phenotype. **(A)** The β-hexosaminidase content in primary PMCs and PMC-306 cells was determined by measuring the relative β-hexosaminidase activity in equal numbers of primary PMCs and PMC-306 cells (n=3). **(B–G)** The protease expression of *Cpa3*, *Cma1*, *Gzmb*, *Mcpt2*, *Mcpt4* and *Tpsab1* (*Mcpt7*) and the expression of *Mrgprb2* **(H)** were quantified by RT-qPCR in samples from fully differentiated primary PMCs and PMC-306 cells. Data are expressed as mRNA expression relative to *Hprt* determined according to the deltaC_t_ method (n=3). **(H)** Representative Western blots of three lysates from three independent primary WT PMCs and independently taken samples from PMC-306 cells comparing the expression of granzyme B and tryptase on protein level. HSP 90 and actin served as loading controls. Data are shown as mean +SD. Unpaired, two-tailed Student’s *t*-test with Welsh’s correction. *p<0.05, **p<0.01.

As stated in the methods section, we used different culture conditions for primary PMCs and PMC-306 as well as PMC-303 cells. While primary PMCs were cultivated in medium containing 15% FCS and 20 ng/ml SCF, these amounts were both reduced to 10% and 5 ng/ml, respectively, for both cell lines. Our intention was to slow down the enormous proliferation, which – we were afraid – could favour the accumulation of additional mutations rendering the cells genetically more unstable. In initial experiments we carefully titrated the amounts of SCF and FCS needed to assure proper viability and proliferation of PMC-306 cells avoiding the use of SCF and FCS concentrations that are far beyond the cellular requirements and hence decided for the above-mentioned culture conditions. As we immediately compared mRNA expression of MC proteases between primary PMCs and PMC-306 cells, we aimed at verifying whether this is due to different culture conditions or an actual phenotype of PMC-306 cells. Therefore, we cultivated PMC-306 cells in medium containing reduced FCS and SCF as well as in medium containing normal amounts of both FCS and SCF mimicking primary PMC conditions. As depicted in **Supplementary Figures 4A–H**, neither *Cdkn2a*/*Arf* expression nor expression of *Cma1*, *Cpa3*, *Gzmb*, *Mcpt2*, *Mcpt4* and *Tpsab1* was influenced by higher SCF/FCS concentrations. Besides, mRNA expression of Mrgprb2 was unaltered irrespective of the medium used for cultivation of PMC-306 cells (**Supplementary Figure 4I**). Moreover, we tested whether the different cultivation conditions changed the size or granularity or affected expression of MC surface markers of PMC-306 cells. Of note, size and granularity as well as the amount of surface-localized FcεRI, ST2 and CD13 did not change upon cultivation in medium containing higher amounts of FCS and SCF (**Supplementary Figures 4J, K**). However, KIT expression at the cell surface of PMC-306 cells was significantly reduced under primary PMC-like culture conditions (**Supplementary Figures 4J, K**), which can most likely be attributed to the increased internalization of KIT in response to higher SCF concentrations. In summary, the differences in cultivation conditions between primary PMCs and PMC-306 cells had only marginal effects on the characterized phenotype of the cell line.

### PMC-306 cells are characterized by a loss of *Cdkn2a* and *Arf* tumour suppressor gene expression

Next, we addressed the question, which genomic or transcriptional alterations are responsible for the transformation and increased proliferation of the PMC-306 line. We first analyzed the karyotype of PMC-306 cells, which revealed a typical male murine diploid (19XY) telocentric set of chromosomes (**Figure 6A**). However, a prominent structural aberration of chromosome 4 characterized by a heterozygous interstitial deletion (Del(4)(C4-C7) was detected (**Figure 6A**, marked by a red arrow). This structural aberration was consistent in all analyzed cells (**Supplementary Figure 4A**) as depicted in **Figure 6B** showing three further examples of partial karyotypes of the heterozygously deleted chromosome 4 region (Del(4)(C4-C7). The second most prominent chromosomal aberration represented a Y-autosome translocation [T(Y;17)] (**Figure 6C**) appearing in roughly one third of analyzed karyotypes (**Supplementary Figure 4A**), which has not been described so far so that its significance for the transformation process is presently unclear.

**Figure 6:**
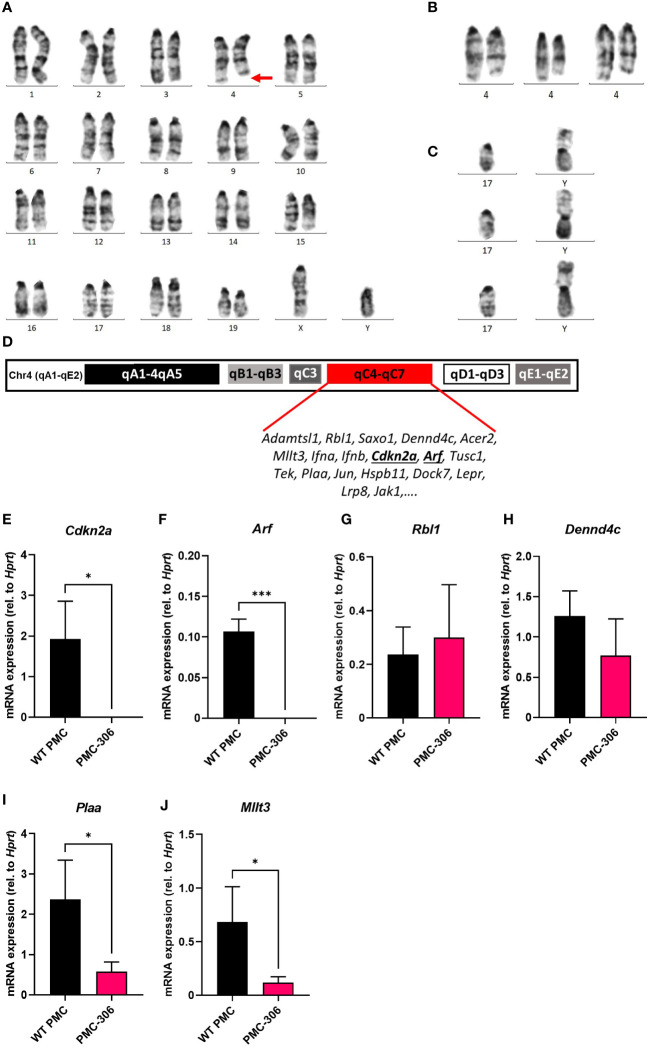
Cytogenetic and gene expression analysis identified loss of *Cdkn2a*/*Arf* expression as potential cause for immortalization of PMC-306. Mitotic chromosomes of PMC-306 were cytogenetically analyzed. **(A)** Representative image of a conventional G-banded karyotype with structural aberration. Red arrow indicates interstitial deletion of chromosome 4 [Del(4)(C4-C7)]. **(B)** Further examples of partial karyotypes showing structurally aberrant chromosomes 4 with the same interstitial deletion. **(C)** Three representative partial karyotypes representing the Y-autosome translocation [T(Y;17)] – confirmed by fluorescence *in situ* hybridization with a Y-specific whole mouse chromosome painting-probe (confirmatory FISH analysis not shown)). **(D)** Architecture of murine chromosome 4 with highlighted region qC4-qC7 and exemplary genes encoded within this region. **(E–J)** RT-qPCR analysis of *Cdkn2a*, *Arf*, *Rbl1*, *Dennd4c*, *Plaa* and *Mllt3* mRNA expression in primary WT PMCs and PMC-306 cells (n=3). Data are expressed as mean +SD. Unpaired, two-tailed Student’s t test with Welsh’s correction. *p<0.05, ***p<0.001.

Interestingly, within the heterozygously deleted region of chromosome 4 the INK4/ARF locus is encoded (**Figure 6D**) (53). p16/INK4A and p19/ARF are responsible for regulation of the RB and p53 pathways, respectively, thus controlling two essential cell cycle regulators (25, 54). 

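In the annotation of GRCm39, Cdkn2a (ENSMUSG00000044303) lies on chromosome 4 from 89192708 to 89212890 on the minus strand. Mtap lies on one side of it, from 89055359 to 89099319, and Cdkn2b, which encodes INK4B, on the other, from 89223204 to 89229276. In the RNA-seq data, Cdkn2a had 3 counts in PMC-306 and 82.2 ± 15.1 CPM (SD, n = 6) in primary WT PMCs. At these 3 counts it was 558-fold lower, and counting error allows a smaller fold. In PMC-303 it had 34 counts, which is 1.40 CPM. All 34 counts were assigned to the transcript of Arf and 0 to the transcript of INK4A, which had between 1107 and 2259 counts in the primary cultures, although both transcripts share exons and the assignment is therefore uncertain. The transcript of Arf had between 53.8 and 92.3 counts in the primary cultures. Mtap had 26 counts in PMC-306, 3.56% of the primary mean, and 148% of the primary mean in PMC-303. Cdkn2b had 109% of the primary mean in PMC-306 and 535% in PMC-303. A search for 1 stretch of lower genes along chromosome 4, with log2 folds limited to 3 in size, gave in PMC-306 the stretch from Mllt3, which starts at 87687837, to Rnf11, which ends at 109341925. Of its 50 genes with at least 10 CPM in PMC-306 or on average in primary WT PMCs, 42 were lower in PMC-306, and their median level was 0.565 of the primary cultures. The stretch was chosen for its low values, which biases this ratio downwards. When it was searched on every second gene, the genes left out had a median of 0.579. The stretch then ran from 87997535 to 115693382 in part 1 and from 87687837 to 109245014 in part 2. Its far end is therefore uncertain. In windows of 30 genes with at least 1 CPM, the lowest median of the chromosome in PMC-306, -1.31, lay outside this stretch, from 141731071 to 147822883, where PMC-303 also had its lowest window, with a median of -0.92. Over all 750 chromosome 4 genes with at least 1 CPM the median log2 fold was -0.08, against -0.03 to 0.02 for single primary cultures compared with the others, and other autosomes of PMC-306 lay between -0.06 and 0.05. This median was -0.03 for genes with at least 10 CPM and 0.09 with deposited TPM values, which moved the median of all genes by 0.16. Mllt3 and Plaa lie inside the stretch. Mllt3 had 20.2 CPM in PMC-306 against 47.2 ± 4.18 CPM (SD, n = 6), with 39.2 CPM in male culture 3 and at least 47.2 CPM in the other primary cultures. Plaa had 57.5 CPM in PMC-306 against 115 ± 10.7 CPM (SD, n = 6). Dennd4c ends before it at 86768841 and had a log2 fold of 0.30, within the range of the primary cultures.

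**Figure D1:**
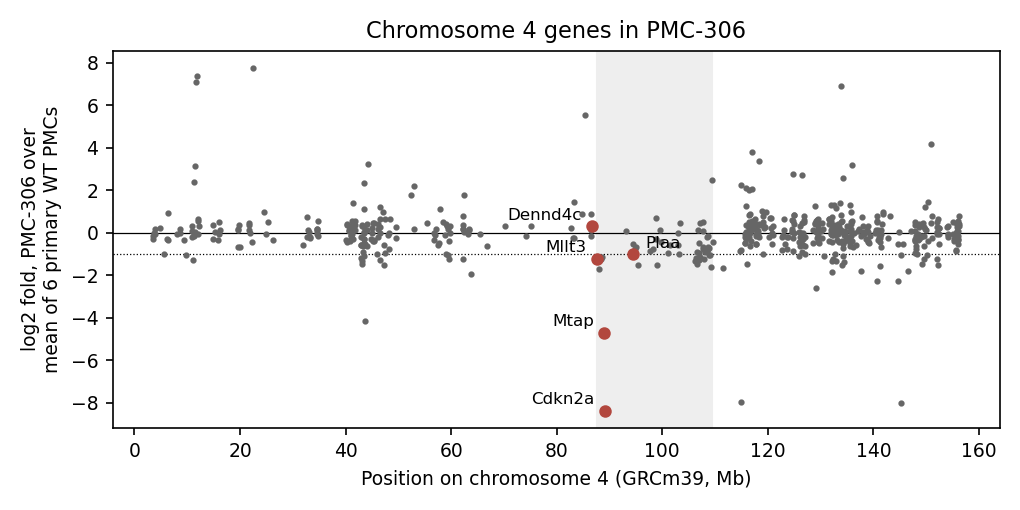
Log2 fold of 572 genes in PMC-306 over the mean of 6 primary WT PMCs (vertical axis) by position on chromosome 4 in Mb (horizontal axis). Each point is a gene, the grey area is the stretch from Mllt3 to Rnf11, the dotted line marks a log2 fold of -1, and Cdkn2a and Mtap, with 3 and 26 counts in PMC-306, are the lowest genes in the stretch, where the position of Cdkn2a on the vertical axis depends on the added 0.1 CPM.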

As PMC-306 cells showed a faster proliferation than WT PMCs, we suspected that expression of genes within the INK4/ARF locus might be reduced in PMC-306 cells. We could confirm that mRNA expression of *Cdkn2a* encoding INK4A and *Arf* was not only reduced – as one would expect as a result of a heterozygous deletion – but completely absent in PMC-306 cells (**Figures 6E, F**). Remarkably, other genes located in the same chromosomal region exhibited a different behaviour. Expression of *Rbl1* and *Dennd4c* was unaffected suggesting that one allele is sufficient to compensate for the deletion of the second (**Figures 6G, H**), while expression of *Plaa* and *Mllt3* was reduced compared to primary PMCs as one could expect if one allele is lost (**Figures 6I, J**). Curiously, an independently mutated PMC line, PMC-303, not showing the interstitial deletion on chromosome 4 (**Supplementary Figure 4B**) also completely lost *Cdkn2a* and *Arf* expression (**Supplementary Figures 5C, D**), while other genes within the same chromosomal region were not (*Rbl1*, *Mllt3*, *Plaa*) or only slightly (*Dennd4c*) affected (**Supplementary Figures 5E–H**). In addition, PMC-303 cells showed a trisomy 8 due to a homologous Robertsonian translocation of chromosome 8 (Rb(8.8)) in 24 of 35 analyzed metaphasic spreads (**Supplementary Figure 5B**), which we did not observe in PMC-306 cells. As we could not identify a prominent chromosomal aberration present in all metaphasic spreads of PMC-303 cells, which might indicate a certain genomic instability, we did not primarily focus on characterizing this cell line. However, we found that similar to PMC-306 cells, also PMC-303 cells remained positive for FcεRI, KIT, ST2 and CD13 in flow cytometry analysis after freeze-thawing the cells (**Supplementary Figure 6A**). As previously explained for the cultivation of the PMC-306 cell line, we likewise reduced the SCF and FCS concentration in the culture medium of PMC-303 cells, as well. Evaluation of electron microscopy micrographs similarly revealed reduced granularity of PMC-303 cells. This was accompanied by a reduced total β-hexosaminidase content determined by an enzymatic assay measuring β-hexosaminidase activity in cell lysates obtained from equal numbers of primary PMCs and PMC-303 cells (**Supplementary Figures 6B, C**). Also, in line with what we described for the PMC-306 cell line, PMC-303 cells degranulated in response to C48/80 stimulation suggesting functionality of MRGPRB2 receptor (**Supplementary Figure 6D**). In addition, PMC-303 cells degranulated to a comparable extent to Ag concentrations between 2 and 200 ng/ml indicating that they are highly sensitive especially to low Ag concentrations and analogously to primary WT PMCs and PMC-306 cells we could measure LAMP1 externalization by flow cytometry upon FcεRI activation starting after 2 minutes after Ag stimulation for up to 15 minutes (**Supplementary Figures 6D–F**). Finally, the pattern of pro-inflammatory cytokine response of PMC-303 cells towards different stimuli emerged as well similar to PMC-306 cells. While we observed strong IL-6 and TNF production in response to Ag and the co-stimulation of SCF + Ag, there was no detectable cytokine secretion upon triggering of the TLRs TLR4 and TLR2/6 and only a slight but insignificant production of IL-6 and TNF upon IL-33 and C48/80 stimulation (**Supplementary Figures 6G, H**). Overall, we could establish that PMC-303 cells phenotypically and with respect to MC characteristics as well as the status of *Cdkn2a/Arf* expression emerged to be highly comparable to PMC-306 cells.

### The PMC-306 cell line has a de-regulated cell cycle

It is well known that uncontrolled proliferation and loss of cell cycle regulation is one of the hallmarks of cancer (25, 54–57). As we have shown above, PMC-306 cells have a strongly accelerated proliferation, which likely is a consequence of the observed loss of *Cdkn2a* and *Arf* expression. Hence, we supposed that in PMC-306 the cell cycle is de-regulated to enable fast proliferation. 

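Differences shared by PMC-303 and PMC-306 were tested against the 6 primary WT PMC cultures, with the 2 lines as replicates of transformation. Of 14529 genes with sufficient counts, limma gave 4920 genes an adjusted p under 0.05, 2665 of them higher and 2255 lower in the lines. Of these genes 725 also differed at least 5-fold. The setting that moved the number of 4920 genes most was the comparison with the 3 male primary cultures only, which gave 3033 genes. The number of 725 genes moved most with an offset of 1 CPM, a setting chosen after seeing the data, to 371. The log2 folds of both lines correlated across 13304 genes with a Pearson r of 0.63, where genes are not independent replicates. Because both lines are compared with the same primary cultures, unchanged libraries were simulated against these cultures as well, and in 100 simulated pairs the median r was 0.18 and the highest 0.24. In both lines 320 genes were at least 5-fold higher and 227 at least 5-fold lower, against medians of 2 and 21 genes in the simulated pairs.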

To prove this, we performed RNAseq with both PMC lines PMC-303 and -306 as well as primary WT PMCs as control. The NGS data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through the GEO Series accession number GSE227065 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE227065). RNA expression was analyzed from cells directly taken from conventional culture medium without additional treatment. 

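In PMC-306, 1018 of 13064 genes with at least 1 CPM in the line or on average in primary WT PMCs differed at least 5-fold from the primary mean, of which 517 were higher and 501 lower. In PMC-303 this held for 920 of 13024 genes, of which 508 were higher and 412 lower. Each primary culture compared in the same way with the other 5 gave between 106 and 180 genes, with a median of 125.5. PMC-306 lay outside the range of all 6 primary cultures for 969 of its 1018 genes. The counts depended most on low genes. With at least 10 CPM, 510 genes remained in PMC-306, 65.7% of them higher, against 50.8% with at least 1 CPM. Among genes with a mean of at least 10 CPM over all libraries that left the range of the primary cultures on the same side in both lines, the largest rises in PMC-306 were those of Cd24a (236 CPM against 0.970 ± 1.01, SD, n = 6), Egr3, Gpm6a, Galnt18 and the histone gene H3c15 (117 CPM against 5.56 ± 1.28, SD, n = 6). Gpm6a had 12.1 CPM in female culture 3 and at most 2.34 CPM in the other primary cultures. The largest falls by this fold were those of Mcpt4, Rnase6, Tmem233, Vill and Cdkn2a. Rnase6 and Tmem233 had 1 count each in PMC-306 and, set against 3 counts, were 817-fold and 644-fold lower, which are not strict lower bounds. Vill was at least 239-fold lower in PMC-306, and it had 98.8 CPM in female culture 3 and at most 29.3 CPM in the other primary cultures. Vill had 0 counts in PMC-306, so that its place depends on the added 0.1 CPM, and a larger fall than that of Tpsb2 (301-fold) is not shown for it.

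**Figure D2:**
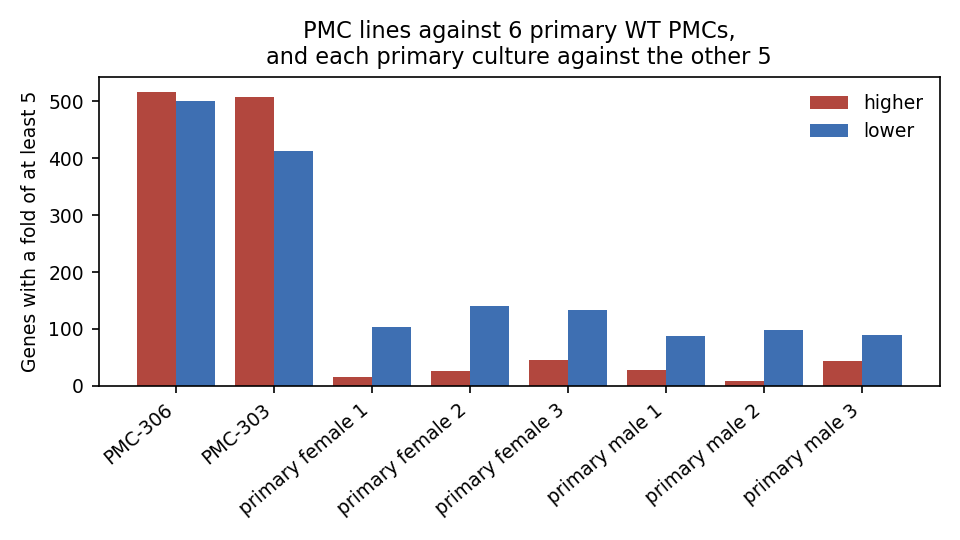
Number of genes with a fold of at least 5 (vertical axis), higher in red and lower in blue, for each line against the 6 primary WT PMCs and for each primary culture against the other 5. PMC-306 had 517 higher and 501 lower genes, and no primary culture had more than 46 higher or 140 lower genes.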

We searched the mRNA expression data for global transcriptomic changes between primary PMCs and the PMC-306 line and focussed on genes that were at least 5-fold regulated. GO enrichment analysis unveiled that the top 15 GO terms were all related to cell cycle, mitosis and cell division (**Supplementary Figure 7A**). This result led us to investigate the cell cycle by comparing the obtained long-term cultures of spontaneously transformed PMC-306 line with primary WT PMCs using flow cytometry. 

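Cell cycle genes were followed with published lists of S phase and G2/M genes that were fixed beforehand. All 43 S phase genes were higher in PMC-306 than the mean of the primary WT PMCs, with a median log2 fold of 2.10, and 53 of 54 G2/M genes were higher, with a median of 2.94. Both medians lay above those of all 10000 random lists of the same size and expression. Single primary cultures against the others had medians between -0.38 and 0.18 for the S phase list and between -0.84 and 0.33 for the G2/M list. In PMC-303 the medians were 2.47 and 3.09. The proliferation marker gene Mki67 had 835 CPM in PMC-306 and 74.1 ± 30.9 CPM (SD, n = 6) in primary WT PMCs. In the test of both lines against the primary cultures, 41 of 43 S phase genes were higher when adjusted over the list alone and 39 when adjusted over all genes, and 53 of 54 G2/M genes were higher and 1 was lower under either adjustment. As sets, limma's camera with a preset correlation of 0.01 gave an adjusted p of 1.34e-23 for the S phase genes, of which 42 were higher with a median log2 fold of 2.32, and 2.44e-28 for the G2/M genes, with a median of 3.05. Limma's fry gave 3.32e-05 and 5.48e-05, whereas camera with a correlation estimated from the libraries gave 0.0628 for each. GO annotation was not used here, and Reactome pathways were ranked in its place among the genes at least 5-fold different in PMC-306, without a p because the line has 1 library. Of the 15 leading pathways 6 carried a word from a list of cell cycle terms in their name, against 11.1% of the 695 pathways ranked. The pathway named Cell Cycle held 99 such genes where 42.1 were expected, and Mitotic Prometaphase held 36 where 8.93 were expected. The other leading pathways included DNA methylation, with 23 genes where 2.70 were expected. Among lower genes alone, 0 of the 15 leading pathways carried such a word. The paper states that its leading GO terms all concern cell cycle, mitosis and cell division, and gives this as the reason for examining the cell cycle by flow cytometry.

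**Figure D3:**
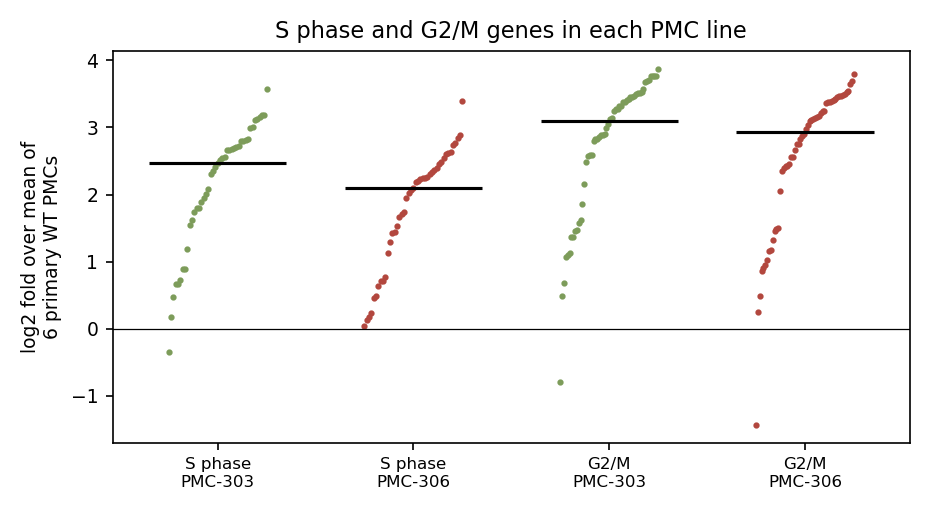
Log2 fold of each S phase and G2/M gene over the mean of 6 primary WT PMCs (vertical axis) in PMC-303 and PMC-306, sorted within each list. Each point is a gene and the horizontal bars are medians, which are 2.10 and 2.94 in PMC-306.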

The gating strategy and unstained controls for background determination for each cell type are shown in **Supplementary Figures 7B–D**. We first examined cell cycle activity in non-transformed primary WT PMCs and the PMC-306 cell line using the established general cell cycle marker MKI67. As expected, PMC-306 cells revealed substantially (*i.e.* approximately twofold) higher cell cycle activity when compared to primary WT PMCs in terms of MKI67 positive cells (~60-63% vs. 31%) and it´s expression strength as determined by mean fluorescence intensity (**Figures 7A, B**). In good agreement, we further detected significantly enhanced mitotic activities in the PMC-306 cells in relation to primary WT PMCs after analyzing phospho-Histone H3 (pH3). PMC-306 cells displayed a higher amount of pH3 positive cells (2%) compared to primary PMCs (1%, **Figure 7C**). Additionally, we determined the DNA content by DAPI-staining. As expected, MKI67 was found to be expressed in the cell cycle phases Gap1 (G_1_, 2n), DNA-synthesis (S-phase, 2-4n) to Gap2 (G_2_, 4n) and mitosis (M-phase, 4n) in primary WT PMCs and PMC-306 cells (**Supplementary Figure 7E**, left panel). Furthermore, mitotic active pH3-positive cells were specifically found at a DNA content of 4n in primary PMCs and PMC-306 cells (**Supplementary Figure 7E**, right panel). Importantly, PMC-306, but not primary PMCs, additionally exhibited an MKI67 and pH3 positive cell fraction with a DNA content above 4n, indicating chromosomal abnormalities such as aneuploidy after the transformation step (**Supplementary Figure 7E**). Finally, we investigated the DNA integrity by staining of phospho-histone 2Ax (pH2Ax), a well-described marker for DNA-double strand breaks. We found low levels of pH2Ax in WT PMCs (~1%) and slightly increased levels in PMC-306 (~2%, **Figure 7D**). Together, the cell cycle of PMC-306 cells is characterized by a higher mitotic activity, increased DNA damage and aneuploidy.

**Figure 7:**
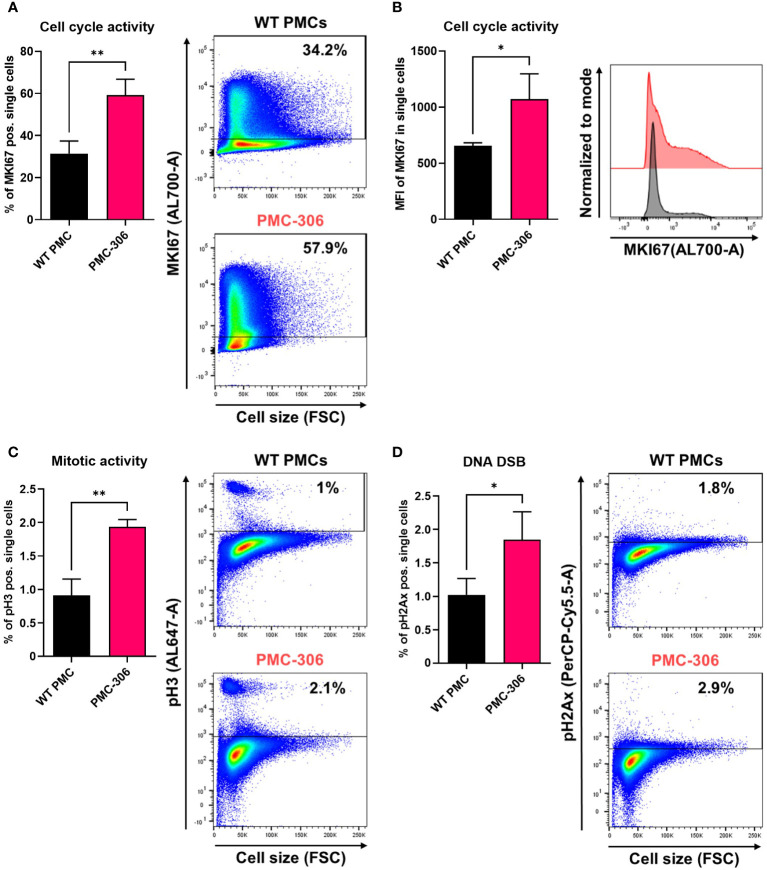
PMC-306 cells are characterized by enhanced cell cycle activity and sporadic DNA damage. The cell cycle of primary WT PMCs was compared to PMC-306 cells. **(A)** Cells were stained with an antibody directed against MKI67 (AL700-A). Left: Quantification of MKI67+ cells (% of single cells, n=3). Right: Representative FACS-plots of MKI67+ cells (% of single cells, n=3). **(B)** Quantification of the mean fluorescence intensity (MFI, n=3) of MKI67 in single cells (left) and a representative histogram showing MKI67 intensities in primary PMCs and PMC-306 cells. **(C)** Cells were stained with an antibody directed against phosphorylated histone H3 (pH3, AL647-A). Left: Quantification of pH3 cells (% of single cells, n=3). Right: Representative FACS-plots of pH3+ cells (% of single cells). **(D)** Cells were stained with an antibody directed against phosphorylated Histone H2Ax (pH2Ax, PerCP-Cy5.5-A). Left: Quantification of pH2ax cells (% of single cells, n=3). Right: Representative FACS-plots of pH2Ax+ cells (% of single cells). Data are expressed as mean +SD. Unpaired, two-tailed Student’s t test with Welsh’s correction. *p<0.05, **p<0.01.

### Constitutive KIT activation regulates *Cdkn2a* and *Arf* expression in BMMCs

Finally, we aimed at identifying the mechanism for loss of *Cdkn2a/Arf* expression in primary PMCs and suspected KIT activation as a crucial pro-survival and potentially transformation-promoting mechanism due to the occurrence of frequent KIT mutations in leukemic MC lines (41, 58). Therefore, instead of using PMCs, we analyzed the behaviour of BMMCs, which in contrast to PMCs do not necessarily need SCF for proper differentiation into MCs, and cultivated them from the beginning of the differentiation phase in the absence or presence (mimicking PMC culture conditions) of SCF. We noticed remarkable phenotypic changes of BMMC cultures induced by SCF supplementation. After the differentiation phase of 4 weeks, BMMCs cultivated in the presence of SCF were larger (increased FSC) and more granular (increased SSC) compared to BMMCs from the same mouse only supplemented with IL-3 (**Figure 8A** left two panels, **Figure 8B** left and middle, **Figure 8C** left and middle). Intriguingly, these morphological differences disappeared after 10 weeks, when size and granularity of SCF-supplemented BMMCs decreased to levels of BMMCs cultivated without SCF (**Figure 8A** right panels, **Figures 8B, C**). As a control for SCF treatment we stained for KIT at the cell surface. KIT is known to be internalized upon SCF binding (59). Consequently, less KIT remains on the cellular surface under chronic KIT-stimulating conditions. We could confirm this observation by FACS analysis, as BMMCs supplemented with SCF expressed significantly less KIT at the plasma membrane (**Figure 8B** right panel, **Figure 8C** right panel). It is further known that KIT can increase proliferation by inducing transcription of cyclins *via* the PI3K-AKT pathway (60). Indeed, we observed increased proliferation of SCF-treated BMMCs and strong upregulation of the G_1_/S cyclin *Ccnd1* until 8 weeks. After 10 weeks, however, *Ccnd1* expression decreased constantly to levels similar to BMMCs grown in the absence of SCF (**Figure 8D**, left). Notably, we found a strikingly similar expression pattern for the negative cell cycle regulator *Cdkn2a*, whose expression was increased by SCF supplementation over the first 8 weeks and then dropped to levels below the expression of control BMMCs (**Figure 8D**, middle). Accordingly, expression of *Arf*, though not significantly increased in the beginning, drastically decreased after 10 weeks in the presence of SCF, as well (**Figure 8D**, right). Loss of *Cdkn2a* and *Arf* expression thus timely and reproducibly correlates with cell shrinkage and perfectly mimics the phenotype of PMC-306 cells. Finally, we tested whether BMMCs after 12 weeks of culturing in SCF-containing medium could be cryopreserved. Indeed, we could confirm that specifically SCF-supplemented BMMCs survived freeze-thawing (data not shown). Hence, this observation suggests that constitutive KIT activation might be the driver for cell cycle de-regulation and especially prolonged (>10 weeks) SCF supplementation seems to promote decreased *Cdkn2a*/*Arf* expression

**Figure 8:**
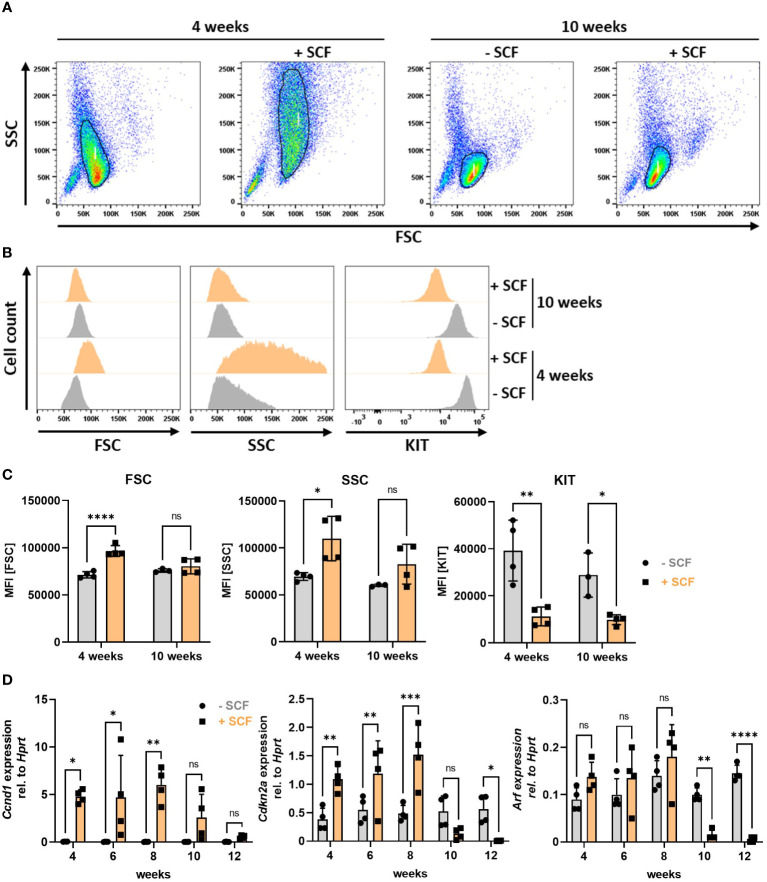
Constitutive KIT activation induces morphological changes and loss of *Cdkn2a/Arf* expression in BMMCs. **(A)** Representative FACS-plots showing BMMC populations cultivated with or without SCF for 4 (left) or 10 (right) weeks (n=4). **(B)** Representative histograms showing frequency distributions of forward scatter (left), side scatter (middle) and KIT expression (right) of BMMCs cultivated for 4 or 10 weeks with or without SCF (n=4). **(C)** Quantified data (MFI) of parameters analyzed in **(B)** [n=4 for all data except for BMMCs -SCF at 10 weeks (n=3)]. **(D)** RT-qPCR analysis of *Ccnd1*, *Cdkn2a* and *Arf* mRNA expression in BMMCs supplemented or not with SCF over a period of 12 weeks (n=4). Symbols indicate biological replicates. **(C)** and **(D)** Ordinary two-way ANOVA followed by Sídák multiple comparisons test. *p*>0.05 ns, *p<0.05, ** *p*<0.01, *** *p*<0.001, **** *p*<0.0001.

## Discussion

Advancing research of the characteristics and activation mechanisms of MCs either requires the isolation of MCs from donor tissue, *ex vivo* differentiation of human CD34-positive precursor cells or the use of adequate cell lines. Problematically, suitable cell lines with MC-like properties are restricted to few examples with several limitations including loss of FcεRI expression in HMC-1.1, -1.2 and LUVA cells or long doubling times in case of LAD2 cells (14, 15, 42). Thus, MC research is encumbered by MC lines sharing as much features as possible with tissue-resident MCs *in vivo*. Here we present a novel murine MC line, which overcomes these limitations. We showed that the PMC-306 cell line stably expresses a functional FcεRI, has a short doubling time, maintained MC characteristics over multiple passages and is easy to freeze and thaw. These features suggest that PMC-306 cells can be used as a new tool to address questions related to MC research.

We extensively characterized PMC-306 cells and compared their appearance, activation and growth behaviour to non-transformed primary WT PMCs. PMC-306 cells share all characteristics of MCs as they stained positive for the MC surface markers FcεRI, KIT (CD117), CD13 and T1/ST2. We could further demonstrate a strictly IL-3- and SCF-dependent growth and Imatinib sensitivity of PMC-306 excluding KIT activating or Imatinib-resistant mutations, which are often detected in MC leukemia and complicate studies on general MC properties. HMC-1.1 and -1.2 cells bearing KIT mutations have a high basal activity of pro-survival signaling pathways including PI3K/PKB, STAT5 and RAS/RAF/MEK/ERK (58). This complicates studies on signaling pathways activated by other receptors due to enhanced background signals. Importantly, PMC-306 cells, despite cultivated in SCF-containing medium, did not show these high background phospho-signals making them an interesting tool to study MC signaling.

The PMC-306 cell line is derived from primary WT PMCs, which have connective tissue-like MC characteristics. We confirmed this by verifying expression and functionality of the connective tissue MC-specific receptor MRGPRB2. This MC-specific receptor has recently gained attention as its discovery has led to many new insights into the role of MCs in adverse drug reactions, communication with nerve cells and the development of a new tool for skin MC ablation (46, 47, 61). However, studies on the MC activating mechanisms in terms of signal transduction of MRGPRB2 are scarce. We showed that PMC-306 cells are an appropriate model to study – apart from FcεRI-dependent MC activation – also MRGPRB2-dependent effects. PMC-306 cells substantially reacted to MRGPRB2 activating ligands in terms of degranulation and cytokine production. Strikingly, the results showed that the degranulation seems to involve a completely different mechanism from that of Ag-triggered degranulation as we could not detect externalization of the granular marker LAMP1 and cells significantly lost a bigger part of their protein content within the first minutes of stimulation. A study from Gaudenzio et al. (62) already proposed that MC activation *via* the MRGPRB2 receptor is faster, does not involve compound exocytosis of granules and that the cytokine secretion profile is substantially different in comparison to Ag-dependent degranulation. Nevertheless, they did not deeply look into a mechanistic level how this is regulated by the cell. We further determined the pro-inflammatory cytokine production potential of PMC-306 cells in response to different stimuli. Interestingly, both primary WT and PMC-306 cells potently responded to Ag and IL-33, while TLR agonists like LPS and FSL-1 did not elicit a response. This is in agreement with a proteomic study revealing that primary human connective tissue type MCs lack crucial innate immune receptors including TLR-2, -3, -4, -7, -8 and -11, which is conserved between mouse and human (47). Looking at the overall picture of MC effector functions, there was great similarity between primary WT PMCs and the PMC-306 line.

One hallmark of MCs is their numerous densely packed secretory granules within the cytoplasm storing preformed pro-inflammatory mediators. PMC-306 cells appeared less granulated, showed reduced total β-hexosaminidase content and lacked expression of *Tpsab1*, *Mcpt2*, *Mcpt4* and *Cma1*. However, proteases that appear early in MC differentiation like *Cpa3* and *Gzmb* (52) were still present on mRNA level, which might indicate that the culture of PMC-306 consists of an incompletely differentiated transformed connective tissue MC type. However, GZMB protein expression was entirely absent. This could be a consequence of the drastically increased cell cycle progression, which does not permit the cell to build up complex granular structures resulting in post-transcriptional attenuation of mRNA translation not essential for proliferation. Mechanistically, the lavage of the murine peritoneal cavity may lead to isolation of MCs of different differentiation stages including fully mature and immature MC types. Of note, malignant transformation of myeloid cells often occurs at early differentiation stages, where the proliferative potential is high (52, 63, 64). These circumstances might have contributed to the transformation of the PMC-306 cell line and would well fit to the observed phenotype.

We cultivated primary PMCs and both cell lines, PMC-303 and PMC-306, under different culture conditions. While we strictly followed the established protocol for cultivation of primary PMCs (23), we re-evaluated the culture conditions of the PMC cell lines after noticing cellular transformation. The reason for this was, that we observed an enormous proliferation of both cell lines under primary PMC cultivation conditions, which we thought could have negative consequences for genomic stability after long-term cultivation of the cells due to the accumulation of additional mutations. Indeed, it has been shown that extremely proliferating tumour cells and inflammation-induced proliferation favour the accumulation of genetic mutations (65, 66) and we could observe by staining pH2Ax that the frequency of DNA double strand breaks was slightly enhanced in PMC-306 cells in relation to primary PMCs despite the reduced SCF/FCS growth conditions. Importantly, before establishing the PMC cell lines as a new MC tool, we reduced SCF and FCS concentrations to levels, which did not negatively affect viability of both cell lines. We could also show that reduced SCF and FCS concentrations in culture medium did not affect the experimental outcome with respect to the analysis of protease expression and granularity of the cells. The only parameter that was influenced by increased SCF concentrations was the cell surface localization of KIT, which reportedly internalizes upon SCF binding (59), while expression of other MC surface markers was not changed. Crucially, cell cycle activity and proliferation were still substantially elevated in PMC-306 cells compared to primary PMCs despite reduced SCF and FCS concentrations in the culture medium.

Spontaneous transformation of cells *in vitro* can either occur due to activating mutations in pro-survival pathways and/or genetic loss of tumour suppressor proteins (55). Transformation of cells is often associated with loss of cell type-specific characteristics. We could exclude an activating mutation in the prominent MC growth factor receptor KIT as we could show that SCF supplementation is still required for PMC-306 cell proliferation and PMC-306 cells are still sensitive to KIT inhibition by Imatinib excluding KIT mutations leading to Imatinib resistance. However, we found complete loss of expression of the two central cell cycle regulators *Cdkn2a* and *Arf* both located on the heterozygously deleted region of chromosome 4. While p16/INK4A inhibits CDK4 and CDK6, thereby preventing entry into S phase by activation of RB (67), p19/ARF inhibits the ubiquitin ligase MDM2, which leads to p53 stabilization and, amongst others, initiation of apoptosis (68, 69). Thus, absence of both of these proteins fuels the cell cycle, circumvents cell cycle control and accelerates cell proliferation as quantified for PMC-306 cells by MKI67 and pH3 staining. The rapid proliferation rate is likely accompanied by a reduced time to build up more complex intracellular structures like MC granules, which is in line with the reduced granular content of PMC-306. Importantly, we detected loss of *Cdkn2a* and *Arf* expression also in the independently transformed PMC-303 line, which we did not characterize as extensively as the PMC-306 cell line in this report. However, PMC-303 cells did not show any abnormalities on chromosome 4 suggesting a different mechanism of gene silencing potentially involving epigenetic mechanisms. Interestingly, the PMC-303 cell line had a trisomy 8, which frequently occurs in murine embryonic stem cells and is associated with increased proliferation, genome instability but does not seem to affect cellular differentiation (70, 71). Nevertheless, similar to PMC-306 cells, the PMC-303 cell line retained its MC-like characteristic effector functions and morphology despite transformation. Crucially, as we observed inactivation of the *Cdkn2a/Arf* locus in two independent MC lines, it is tempting to speculate that the presence of this tumour suppressor locus might be a central player in preventing MC transformation. Still, our evidence does not allow to draw a direct causal connection between lost *Cdkn2a*/*Arf* expression and cellular transformation as we cannot for certain declare that this mutation is the first to be acquired during transformation. However, it could potentially also be interesting to investigate the role of *Cdkn2a*/*Arf* in the context of clonal MC diseases like mastocytosis or MC leukemia.So far, a *CDKN2A* mutation was only described in a case report of a patient suffering from MC leukemia with persistent myelodysplastic syndrome (72) without further characterization. As *Cdkn2a*/*Arf* inactivation appeared to be a recurrent phenomenon in MCs, we suspected that the culture conditions, notably the presence of SCF, might contribute to the regulation of *Cdkn2a*/*Arf* mRNA expression. In this regard, it is known that activation of the epidermal growth factor receptor (EGFR) correlates with *Cdkn2a* loss in glioblastoma formation (73). Likewise, tyrosine kinase inhibitor resistance of Philadelphia chromosome-positive leukemia correlates with deletion of the *CDKN2* gene (74), and cooperativity between PTEN loss and loss of *Cdkn2a* and *Arf* in histiocytic sarcoma has been reported (75). This wealth of data suggests that activation of RTKs and downstream PI3K-PKB signaling, which induces cyclin expression and accelerates proliferation (60), is necessary for *Cdkn2a/Arf* inactivation. Indeed, we could show that constitutive KIT activation by SCF downregulated *Cdkn2a* and *Arf* expression in BMMCs. SCF-supplemented BMMCs tried to counterbalance the enormous upregulation of *Ccnd1* by KIT activation through upregulation of *Cdkn2a* up to the first 8 weeks, while prolonged SCF-treatment inactivated the negative regulatory cell cycle regulators. It is reported that mitogenic stimuli, like SCF-mediated KIT activation, upregulate *Cdkn2a*/*Arf* expression to enable better control of cell cycle progression (76–79), which likely accounts for the increased *Cdkn2a* levels within weeks 4-8. A model could be envisaged in which prolonged cultivation in SCF-containing medium might potentially have favoured the selection of cells with a epigenetically silenced or genetically deleted *Cdkn2a*/*Arf* locus, which ultimately may have overgrown the cells with intact cell cycle regulation. After the loss of *Cdkn2a/Arf* expression, high cyclin expression obviously became unnecessary because normal cyclin levels were sufficient to fuel the cell cycle in the absence of negative regulatory proteins. This may explain the decrease in *Ccnd1* expression at the same time expression of *Cdkn2a*/*Arf* was lost in SCF-treated BMMCs. In essence, KIT is an abundant RTK present on all types of differentiated MCs and a potent activator of the PI3K-PKB pathway, thus possessing all requirements to induce the above-described cell cycle regulatory changes, which might have ultimately enabled unrestricted proliferation.

In summary, we herein characterized a new murine FcεRI- and MRGPRB2-positive connective tissue type-like MC line displaying similar characteristics to primary PMCs including several advantages. Importantly, the low number of chromosomal abnormalities reflects the WT MC-like behaviour, which is a great advantage in comparison to RBL-2H3 cells that have been shown to contain a mean chromosome number of 67 (19). Technically, increased proliferation and reduced protease expression of PMC-306 overcomes the problems of cell number limitations and protein degradation in cell lysates using conventional cell lysis conditions (49) related to experiments with primary PMCs. Ultimately, alternatives to isolation of cells from and experiments with laboratory animals are needed to reduce the number of animals sacrificed for research. Thus, establishing new cell lines supports the 3R guidelines (24) and will help to achieve the future aim of ending the use of animals in research in the USA and the European Union (67). This new MC model will therefore sustain future studies on mechanisms and pharmacologic intervention of MC activation.

## Data availability statement

The NGS data have been deposited in NCBI's Gene Expression Omnibus and are accessible through the GEO Series accession number GSE227065 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE227065).

## Ethics statement

The animal study was approved by the Governmental Animal Care and Use Committee at the State Agency for Nature, Environment and Consumer Protection, Recklinghausen (LANUV).

## Author contributions

SC, RS, HS, SM, LG, MK, KH and HK-W performed experiments and analyzed the data. SC and MH conceptualized the study. SC wrote the first draft of the manuscript. SC, RW, CL and MH contributed to review and editing. RW, CL and MH contributed to funding acquisition. All authors contributed to the article and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

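RNA sequencing of 8 cultures was used, 1 each of the lines PMC-306 and PMC-303 and 6 of primary WT PMCs (3 female, 3 male). Samples were assigned to lines, sexes and replicate numbers from their labels and the paper, and 0 columns of values were left without a sample. According to the paper, the authors prepared stranded total RNA libraries, ran nf-core/rnaseq 3.5 with Trim Galore 0.6.7, aligned reads to GRCm39 with STAR 2.7.9a and quantified genes and transcripts with Salmon 1.5.2. The authors deposited estimated counts per gene and per transcript, which are not normalized, and TPM values per gene, which the authors' pipeline scaled for transcript length and library size.

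The deposited tables had passed through a spreadsheet program with German settings. Of the gene count cells 3.37% had been rewritten, as had 3.22% of the transcript count cells and 20.8% of the TPM cells. Each rewritten count has a single reading with at most 3 decimals and was restored to it. After restoration 99.7% of gene counts were within 0.2 counts of the sum of their transcripts, the largest difference was 1.53 counts, and the TPM columns summed to between 999907 and 999981. The position of the point in 5275 TPM cells was chosen to fit the counts, so that TPM is not independent of the counts in these cells. Because the tables as deposited, with cells rewritten as text, were not treated as count tables, edgeR and DESeq2 were not used, although the restored values are counts, and limma 3.58.1 in R 4.3.3 took the place of the test that had been set before the data were examined.

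Counts were scaled to CPM with TMM library sizes, computed for all 8 libraries. A fold is the ratio of CPM + 0.1 in a line to the mean CPM + 0.1 of the 6 primary cultures, for genes with at least 1 CPM in the line or on average in the primary cultures. Where a line had 3 counts or fewer, the fold is given against 3 counts, which is a lower bound for a count of 0 only. As each line has 1 library, no p is given for a single line, and each primary culture was compared with the other 5 in the same way. PMC-303 and PMC-306 together were tested against the primary cultures, and female against male primary cultures, with limma on log2(CPM + 0.1), a mean-variance trend and Benjamini-Hochberg adjustment, for genes with a count of about 10 in enough libraries and 15 in total. The cultures of the lines and the primary cultures differ in medium as well as in transformation.

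Gene lists for S phase, G2/M, p53 targets, granule proteins, cyclins and their inhibitors, neighbours of the INK4 locus, sex and 5 other cell types were written before the data were examined. Genes named in the text are those the paper measures or places in the chromosome 4 region, members of these lists, and the 5 largest rises and falls in PMC-306 among genes with a mean of at least 10 CPM that left the primary range on the same side in both lines. Outside this rule, Gbp6, Arhgap15 and BC018473 were named after their values were seen, Kdm6a because the test of sexes called it and Rnf11 because it ends a stretch. The genes of lists were compared with 10000 random lists matched on expression in 20 bins. Gene coordinates come from GENCODE release M39 on GRCm39, in which 98.9% of the deposited genes were found. Entrez identifiers for Reactome pathways come from a GRCm38.p6 table that was used for names only, and 91.1% of the genes compared had one. Pathways with identical genes were counted once, which was decided after a first ranking in which 7 of 15 leading pathways carried a cell cycle word.

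The libraries held between 15918758 and 24180226 counts, so that 3 counts are between 0.123 and 0.187 CPM. Sampling noise did not account for the difference between any pair of primary libraries (chi-square per degree of freedom from 20.6 to 68.1), so that no library was counted as a duplicate. On simulated libraries with 200 changed genes, limma recovered 92% in the comparison of the lines, with 12 false calls among 14328 genes, and 91% in the comparison of sexes, with 10 among 13698. The search by fold found 99% of 200 changed genes, with 116 unchanged genes at 5-fold or more among 12736. Other scalings, offsets, filters and choices of primary cultures were tried, and each library was left out in turn. Cell counts, flow cytometry, RT-qPCR and karyotypes of the paper were not analysed here, and the values of 1 gene are not reported here. Calculations outside limma used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.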

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

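The tests of Y-linked transcripts, of Adgre1, of chromosome 8, of the position of the genes called between sexes and of genes at the floor in some primary cultures were chosen only after the result was seen.

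Among the 6 primary WT PMC cultures, 42 measures were searched for a culture far from the others, and 4 were found where chance gives about 2.1. Mllt3 was lowest in male culture 3 with 39.2 CPM, and the next culture had 47.2 CPM. Gpm6a was highest in female culture 3 with 12.1 CPM, as was Vill with 98.8 CPM where the next culture had 29.3 CPM. Lyz2 was highest in female culture 2 with 18.0 CPM where the next culture had 5.72 CPM. No explanation was tested for these single genes.

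In PMC-303 and PMC-306, 16 genes differed at least 5-fold from primary WT PMCs in opposite directions, and this difference between the lines was not tested, since each has 1 library. They include the interferon-inducible Gbp6, with 1.23 CPM in PMC-303 and 242 CPM in PMC-306, and Arhgap15, with 0 and 70.8 CPM, which were chosen after their values were seen. Gbp6 had between 0.105 CPM (male culture 3) and 31.1 CPM (male culture 1) in the primary cultures. For Gbp6, PMC-303 therefore lay within the primary range, and only PMC-306 left it. Adgre1, a gene of the macrophage list, had 426 CPM in PMC-306 and 2.10 CPM in PMC-303, against 14.5 ± 17.8 CPM (SD, n = 6) in primary cultures. Macrophages in the PMC-306 culture would bring their other abundant transcripts, but the highest of Lyz2, C1qa, C1qb, Csf1r and Cd14 in PMC-306 was 1.13 CPM, which argues against macrophages. Of the same list, Icam2 rose with Adgre1, to 10.6 CPM against 0.486 ± 0.397 CPM (SD, n = 6), and Cd68 had 13.9 CPM, within the range of the primary cultures. What raises Adgre1 stays open, and no biological explanation was tested.

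Transcripts of Y-linked genes were present in the PMC-303 library, with 0.659 CPM of Kdm5d, 1.07 CPM of Uty, 1.44 CPM of Ddx3y and 1.03 CPM of Eif2s3y, while no female primary culture had more than 0.0439 CPM of any of them. Xist had 900 CPM in PMC-303. The Y-linked levels were between 0.977% and 1.55% of the male primary mean and between 1.04% and 1.78% of PMC-306. RNA from another library would also bring every other transcript of that library in this share. With male primary cultures as the source, 0 of 50541 autosomal genes fell below the counts this share requires by more than counting error. With PMC-306 as the source, 2 genes did, Adgre1 (51 counts where 107 were required) and Arhgap15 (0 where 17.7 were required), where chance gives 0.05 genes, which argues against RNA of PMC-306 as the whole source. A limit of 3 genes had been set before this count and was dropped after it was seen, since the explanation gives no such limit. A simpler form of the test run first, which counted abundant genes below a fixed fraction of the lowest share, gave 5 genes for PMC-306 at 50 CPM and 2 at 100 CPM, and 2 and 1 genes for male primary cultures. The INK4A transcript had 0 counts where 18.8 were expected from male primary cultures, but it is a single transcript whose counts are uncertain beside Arf, and it was not part of the test. RNA of male primary cultures and a small number of male cells in the culture of PMC-303, at about 0.977%, cannot be told apart, because the share is too small for the counts of most genes.

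Genes on chromosome 8 were higher in PMC-303, with a median log2 fold of 0.22 over 698 genes, against -0.03 to 0.02 in single primary cultures and at most 0.13 on another autosome of PMC-303. The paper reports trisomy 8 in part of the PMC-303 metaphases but does not report expression of this chromosome. Random lists of the same expression level reached at most 0.10 (0.0997), which argues against the expression level of its genes as the source. Of 669 overlapping windows of 30 genes along chromosome 8, 90.7% were above 0, against 74.0% on the next autosome of PMC-303 and 79.1% on the highest autosome of any primary culture. This is consistent with an additional copy in part of the cells. The ratio to the other autosomes was 1.16, below the 1.34 that the paper's 24 of 35 metaphases give if expression follows copy number in full.

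The 6 primary cultures can be split into 2 groups of 3 in 10 ways. The split by sex gave 6 genes with an adjusted p under 0.05 by limma (457 at an unadjusted p under 0.05), and all 6 lie on X or Y, where 0.177 were expected from the 404 of 13710 tested genes there, which argues against an arbitrary split as the source of these genes. Their number alone decides nothing, since 2 of the 10 splits gave as many, and by number the split by sex and an arbitrary split cannot be told apart with 3 cultures per sex. The other split, which crosses the sexes, gave 333 genes. Comparisons of its groups were run, 1 of which favoured strain origin, and they are left out because the groups follow from the values themselves. Independently of any grouping, 37 of 8775 autosomal genes with at least 10 CPM in a primary culture were at the floor in another. BC018473, for example, chosen after its values were seen, had 0, 867 and 801 CPM in female cultures 1 to 3 and 0, 0.0622 and 892 CPM in male cultures 1 to 3. The mice were on a mixed background, and a difference in strain origin could place such genes next to each other. Neighbours were found in 3 pairs. In 10000 random placements the median was 0 and the highest 3, which the pairs found equal. In draws from genes 5-fold different in PMC-306 the median was 0 and the highest 5. So 3 pairs are more than such draws usually give. The draws from PMC-306 are not independent of these genes, since 19 of the 37 were also 5-fold different there. Pairs show where the genes lie but not why, so that strain origin and other sources cannot be told apart with so few genes.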

How the results depend on the processing

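The alternatives were set before the data were examined, except limma with voom weights, the offset of 1 CPM in limma, and pathways without histone genes, which were chosen after seeing the data.

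Of the alternatives for results that answer a comparison, 125 kept their direction and their side of the threshold, 13 moved a value or a count and 3 no longer passed the threshold of the test. Those that changed follow, and the cause was not tested unless stated. With an offset of 1 CPM, 535 genes of PMC-306 and 471 of PMC-303 were at least 5-fold different, and 61.1% and 69.0% of them were higher, against 50.8% and 55.2%. With at least 10 CPM, which leaves fewer genes, 510 and 465 genes were 5-fold different, 65.7% and 72.3% of them higher. As a median log2 fold, the chromosome 4 dosage in PMC-306 was 0.0923 with deposited TPM and -0.0270 with at least 10 CPM, against -0.0765, and the chromosome 8 dosage in PMC-303 was 0.340 and 0.252, against 0.222. TPM moved the median of all genes by 0.16 in PMC-306 and 0.10 in PMC-303. Of the leading pathways, 0 had a cell cycle word among lower genes only and 10 without histone genes. Between the lines and primary WT PMCs, 3033 genes differed with the male primary cultures only, which are fewer libraries, and 725 when a 5-fold difference was also required, a number that became 371 with an offset of 1 CPM. With a correlation estimated from the libraries, camera gave an adjusted p of 0.0628 for the S phase, the G2/M and the p53 target genes, while the other settings ranged from 3.97e-25 to 3.32e-05, from 5.02e-32 to 5.48e-05 and from 2.57e-06 to 0.000132. On autosomes only, 0 genes differed between female and male cultures (422 at an unadjusted p under 0.05), which follows from leaving out the sex chromosomes.

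With each primary culture left out in turn, PMC-306 had between 1002 and 1044 and PMC-303 between 897 and 949 genes at least 5-fold different, and between 4228 and 4665 genes differed between the lines and primary cultures. The number of leading pathways with a cell cycle word lay between 4 and 7, and the number of genes between sexes at 5 or 6. In each of these fits of sexes 1 gene was higher in females, in place of 2. Without female culture 1, male culture 2 or male culture 3, 1 of the genes was autosomal. With 1 line left out there was no test, and the number of genes at least 5-fold different between the mean of both PMC lines and primary WT PMCs, 831, became 979 and 1048. Of 28 choices of 2 of the 8 libraries, 1, the lines themselves, gave as many genes as the lines did, and the next gave 1 gene. Every other choice leaves at least 1 line among the reference libraries, which widens their spread. These low numbers therefore do not check the number of genes that the lines gave.

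Among 202 single genes, 9 changed sign in PMC-306 under at least 1 alternative. With a library left out, the log2 fold of Mrgprb2 became -0.02 (without female culture 1 or male culture 1) in place of 0.13, that of Lamp1 0.01 (without female culture 2) in place of -0.04, that of Ndst2 0.04 (without female culture 3) in place of -0.02 and that of Apoe 0.06 (without male culture 1) in place of -0.53. Deposited TPM turned Lamp1, Trp53, Ndst2 and Ddit4 to positive values, which the shift of all genes by 0.16 accounts for (relative to this shift, 2 genes changed sign), and male primary cultures only turned Ndst2 to a positive value and Uty, Kdm5d and Eif2s3y, which female cultures lack, to negative values. By more than the spread of primary cultures 42 pairs of gene and alternative moved, 41 of them with deposited TPM, of which the number relative to the shift of all genes was 8.

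The fit of sexes with the replicate block gave 5 genes, of which 1 was higher in females. Same-numbered female and male cultures deviated with correlations of 0.40, -0.22 and 0.28, so that the numbers do not pair the cultures.

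Depth limits the statements on genes at the floor. In PMC-306 a gene with 0 counts can have up to 0.147 CPM. The planned edgeR and DESeq2 fits were not run, because the deposited tables, with cells rewritten as text, were not treated as a count table as deposited, although the restored values are counts, and median-of-ratios size factors computed from the restored counts stood in for DESeq2 size factors.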

Differences from the paper's values

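Of the leading 15 terms the paper relates all 15 to the cell cycle, while 6 of the 15 leading Reactome pathways had a cell cycle word here. None of the alternatives set before the data were examined closed the gap, with 0 for lower genes only, 7 for higher genes only, 7 without a filter, 5 with male primary cultures only and 4 to 7 with a primary culture left out. Without histone genes, a setting chosen after seeing the values, 10 of 15 had such a word, which is within the factor of 1.5 used as a limit. The paper used GO terms and Reactome pathways were used here.

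For Mrgprb2 relative to Hprt, the paper's ratio of PMC-306 to primary WT PMCs is about 0.029 in Fig. 5I, read by eye, and the RNA-seq ratio was 0.666. For Rbl1 the paper's ratio is about 1.3 in Fig. 6G, read by eye, and the RNA-seq ratio was 2.46. Neither gap was closed by the alternatives tried for it, which were deposited TPM (0.666 and 2.42), male primary cultures only (0.734 and 2.48) and leaving out each primary culture (from 0.602 to 0.807 and from 2.30 to 2.56).

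The paper places Rbl1 in the deleted region of chromosome 4, while the annotation of GRCm39 places it on chromosome 2 from 156987813 to 157046475. The paper describes Rbl1 as unaffected in both lines, and it had 81.6 CPM in PMC-306 and 91.1 CPM in PMC-303 against 20.1 ± 4.35 CPM (SD, n = 6). The paper states that PMC-303 lost Arf expression, and 34 counts of the Arf transcript were found in PMC-303, against 53.8 to 92.3 in primary cultures, with an uncertain assignment between transcripts. RNA or cells of male primary cultures in PMC-303, which were left open, would also bring counts of this locus. From this source 18.8 counts of the INK4A transcript were expected and 0 were found. How many of the 34 counts come from it cannot be told with this assignment. The paper describes Mcpt2 as not detected in PMC-306, and 14 counts were found. The paper, in the discussion, describes Cma1 as lacking in PMC-306, and it had 7756 CPM. Relative to Hprt, as in the paper's RT-qPCR, the RNA-seq ratio was 0.452 for Cma1 and 0.479 for Cpa3, against about 0.37 in Fig. 5C and about 0.39 in Fig. 5B, read by eye, which are within the factor of 1.5. For Gzmb the RNA-seq ratio was 0.215 against about 0.073 in Fig. 5D, and for Mllt3 it was 0.260 (0.335 with deposited TPM) against about 0.17 in Fig. 6J, both read by eye. These gaps are larger than the factor of 1.5, and only their size against the spread of the primary cultures (SD, n = 6, of 0.238 and 0.121) kept them from being counted as differences with CPM, while that of Mllt3 with TPM was counted. The paper places Dennd4c in the deleted region, and it ended at 86768841, before the stretch of lower genes.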

Other observations

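The tests of Mtap in PMC-306, of Cdkn2b in PMC-303, of the chromosome 4 stretch and of Hprt were chosen only after the result was seen.

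The p53 target genes were expected lower before the data were examined if less p53 activity follows the loss of Arf. Of 26 genes 22 were lower in the lines, with a median log2 fold of -0.82. The adjusted p was 5.26e-06 by limma's camera (0.000132 by fry, 0.0628 with an estimated correlation). As single genes, 18 were lower and 3 higher when adjusted over the list alone, and 16 lower and 3 higher over all genes. The fall of the list as a set is what less p53 activity would give, while the 3 higher genes go the other way. Medium differs between the same cultures and was not tested for these genes.

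At the INK4 locus, a deletion of both copies that takes the neighbouring genes is argued against in PMC-303, where Mtap had 148% of the primary mean. Silencing of the whole locus is argued against there as well, since Cdkn2b had 535% of the primary mean. In PMC-306, Mtap had 3.56% of the primary mean with 26 counts, which is low but above the floor, while Cdkn2b had 109%. A loss of both copies from Mtap to Cdkn2a that ends before Cdkn2b could give these values, and so could silencing, and they cannot be told apart from RNA counts.

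For the stretch of chromosome 4 that is lower in PMC-306, the search gave a score of 5.44, and the highest score among primary cultures was 2.18, which argues against runs of low genes as they arise in primary cultures. The genes left out of the search had a median of 0.579 of the primary level, which is consistent with loss of one copy, as the karyotype of the paper reports. PMC-303 reached a score of 4.78 with only 5 genes elsewhere on the chromosome. Low windows occurred in both lines on chromosome 18 as well, with a median of -3.89 in PMC-306 and -2.56 in PMC-303 at the lowest, so that a run of low genes alone does not show the loss of a copy.

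Hprt, the reference gene of the paper's RT-qPCR, had 164% of the primary mean in PMC-306, so that ratios to Hprt are lower than ratios of CPM. This does not account for Mrgprb2, whose ratio stayed at 0.666 relative to Hprt.

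Macrophages in the primary cultures are argued against as the source of the genes lower in both lines, since C1qa had at most 0.0527 CPM in a primary library. Of the 12 macrophage genes 4 had a mean of at least 1 CPM in primary cultures, as did 1 of 7 B cell genes and 0 of 7 T cell, 10 fibroblast and 8 granulocyte genes.

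In the test of both lines against primary cultures, by limma, the other lists written before gave these counts of genes, adjusted over the list alone and over all genes. They were 2 and 2 of 5 genes that the paper places on chromosome 4 and measures by RT-qPCR (Cdkn2a, which was lower, and Rbl1, which was higher and lies on chromosome 2 in GRCm39), 2 and 2 of its 2 other transcripts, 3 and 3 of 13 genes that the paper places in the chromosome 4 region, which include the same 5 genes, 13 and 13 of 22 genes whose proteins it measured, 6 and 5 of 10 other granule genes and 10 and 8 of 11 genes of cyclins and their inhibitors. For the neighbours of the INK4 locus they were 0 and 0 of 2 (1 at an unadjusted p under 0.05), for the sex genes 0 and 0 of 5 (0), for the macrophage genes 1 and 1 of 5 and for the B cell genes 0 and 0 of 1 (0). No T cell, fibroblast or granulocyte gene had enough counts to be tested.

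Between female and male primary cultures, the genes with an adjusted p under 0.05 by limma were Eif2s3y, Uty, Kdm5d and Ddx3y, higher in males, and Xist and Kdm6a, higher in females. This also checks the labels of these libraries. Kit had 2055 CPM in PMC-306 and 1946 CPM in PMC-303 against 3674 ± 201 CPM (SD, n = 6). Ccnd1 had 156 and 205 CPM against 634 ± 248 CPM (SD, n = 6), and Cdk6 had 49.0 and 257 CPM against 436 ± 57.0 CPM (SD, n = 6).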
